# Melatonin enhances plant growth and abiotic stress tolerance in soybean plants

**DOI:** 10.1093/jxb/eru392

**Published:** 2014-10-06

**Authors:** Wei Wei, Qing-Tian Li, Ya-Nan Chu, Russel J. Reiter, Xiao-Min Yu, Dan-Hua Zhu, Wan-Ke Zhang, Biao Ma, Qing Lin, Jin-Song Zhang, Shou-Yi Chen

**Keywords:** Melatonin, soybean, yield increase, stress tolerance, transcriptome.

## Abstract

Melatonin is a well-known agent that plays multiple roles in animals. Its possible function in plants is less clear. In the present study, we tested the effect of melatonin (*N*-acetyl-5-methoxytryptamine) on soybean growth and development. Coating seeds with melatonin significantly promoted soybean growth as judged from leaf size and plant height. This enhancement was also observed in soybean production and their fatty acid content. Melatonin increased pod number and seed number, but not 100-seed weight. Melatonin also improved soybean tolerance to salt and drought stresses. Transcriptome analysis revealed that salt stress inhibited expressions of genes related to binding, oxidoreductase activity/process, and secondary metabolic processes. Melatonin up-regulated expressions of the genes inhibited by salt stress, and hence alleviated the inhibitory effects of salt stress on gene expressions. Further detailed analysis of the affected pathways documents that melatonin probably achieved its promotional roles in soybean through enhancement of genes involved in cell division, photosynthesis, carbohydrate metabolism, fatty acid biosynthesis, and ascorbate metabolism. Our results demonstrate that melatonin has significant potential for improvement of soybean growth and seed production. Further study should uncover more about the molecular mechanisms of melatonin’s function in soybeans and other crops.

## Summary

We demonstrate, using the seed-coating method, that melatonin promotes soybean growth, seed production, and stress tolerance by regulating cell division, photosynthesis, carbohydrate metabolism, fatty acid biosynthesis, and ascorbate metabolism.

## Introduction

Extracts of the pineal gland were shown to lighten the skin colour of tadpoles, frogs and fish. In 1958, the active molecule, isolated from bovine pineal glands, was identified as *N*-acetyl-5-methoxy-tryptamine, also known as melatonin (Lerner *et al.*, 1958; Lerner *et al.*, 1960). Melatonin is now a well-known animal hormone that has several important biological functions, including influencing circadian rhythms (Hardeland *et al.*, 2012), mediating changes in seasonal reproduction (Barrett and Bolborea, 2012), immuno-enhancement (Calvo *et al.*, 2013), tumour inhibition (Blask *et al.*, 2005; Bizzarri *et al.*, 2013), and reducing oxidative stress (Hardeland *et al.*, 1993; Reiter *et al.*, 2000; Gitto *et al.*, 2001; Silva *et al.*, 2004; Galano *et al*., 2011, 2013).

In 1995, using HPLC (high performance liquid chromatography) and radioimmunoassay, researchers identified melatonin in plants (Dubbels *et al.*, 1995; Hattori *et al.*, 1995; Van Tassel *et al.*, 1995). Later research revealed that melatonin is also present in unicellular organisms (Hardeland and Poeggeler, 2003).

The biosynthesis of melatonin begins with tryptophan (Reiter, 1991). Vascular plants have similar biosynthetic pathways as that in animals (Arnao and Hernandez-Ruiz, 2006) and homologous enzymes in plants have been identified (Fujiwara *et al.*, 2010). In 2011, the final enzyme in the melatonin biosynthesis pathway was identified in rice as *N*-acetylserotonin methyltransferase (ASMT; Kang *et al.*, 2011), which has a rate-limiting role. Research in rice has also revealed some differences in melatonin synthesis from other organisms; for example, the first metabolite in rice is tryptamine, but not 5-OH Trp (Kang *et al.*, 2007; Park *et al.*, 2012).

Melatonin may possess a variety of functions in vascular plants (Kolar and Machackova, 2005; Uchendu *et al.*, 2013). One of the important roles of melatonin is to act as an antioxidant and protect plants against biotic/abiotic stress (Tan *et al.*, 2012). This antioxidative effect of melatonin has been reported in several plant species (apple, rice, and grape) (Wang *et al.*, 2012; Park *et al.*, 2013; Vitalini *et al.*, 2013; Yin *et al.*, 2013). Using high-throughput sequencing technology, the important roles of melatonin in plant defence have also been revealed. Melatonin up-regulates transcript levels of many defence-related factors, including stress receptors, kinases, and transcription factors (Weeda *et al.*, 2014). Additionally, melatonin may have the ability to regulate plant growth and to enhance crop production. For example, melatonin was reported to promote coleoptile growth in four monocot species including canary grass, wheat, barley, and oat (Hernandez-Ruiz *et al.*, 2005). Melatonin also promotes root growth in *Brassica juncea* (Chen *et al.*, 2009) and adventitious root regeneration in shoot tip explants of sweet cherry (Sarropoulou *et al.*, 2012). Additionally, melatonin-treated corn plants had greater production than non-treated plants (Tan *et al.*, 2012). However, melatonin’s broad functions and its molecular mechanisms in important crops remain unclear.

Soybean is an important crop for oil and as a protein resource. Previous studies have shown that Alfin-like and NAC transcription factors from soybean enhance salt tolerance in transgenic *Arabidopsis* (Wei *et al.*, 2009; Hao *et al.*, 2011) and DOF, bZIP, and MYB transcription factors promote oil accumulation (Wang *et al.*, 2007; Song *et al.*, 2013; Liu *et al.*, 2014). In this study, we investigated the potential roles of melatonin in regulation of soybean growth, yield-related traits, and stress tolerance. We found that melatonin promoted plant growth, increased yield, and improved abiotic stress tolerance. Transcriptome analysis revealed that melatonin may exert its functions mainly through regulation of photosynthesis, the cell cycle, DNA replication, starch/sucrose metabolism, and lipid biosynthesis.

## Materials and methods

### Melatonin application

Melatonin was dissolved in 100% ethanol (EtOH) at a concentration of 30mM and stored at –20 °C. For coating seeds with melatonin, storage solution was diluted to 1mM with 100% EtOH and then further diluted to different concentrations (0 µM, 50 µM, 100 µM) with seed-coating-reagent (Bayer, Germany). Soybean seeds were coated with 300 µl per 100-seed reagent and dried in the air at room temperature. For the RNA-sequencing experiments, storage solution was diluted to 1mM with 100% EtOH and then further diluted to 100 µM with water.

### Growth conditions

The soybean seeds (Glycine max, SuiNong 28, SN28) were sowed in pre-watered soil. The seedlings were grown in a sunlit greenhouse, with the temperature about 25 °C at night and 30–35 °C during the day. The size of the unifoliate and trifoliate was measured during their growth. Agronomic traits, including pods per plant, seeds per plant, and 100-seed weight were calculated. Thirty plants of each concentration were measured and the experiment was repeated independently. A t-test was performed to detect significant differences compared with control plants.

### Performance of soybean plants in field test

Melatonin-coated soybean seeds were sowed in the experimental station of our institute in Beijing (located at 40°22′ N and 116°22′ E). The soil was first watered and then soybean seeds were sowed with a spacing of about 7cm. To ensure the germination rate, three seeds were sowed in one hole. If more than one seedling germinated at each site, only the healthiest seedling was kept and the others were removed within 3 weeks. Thirty plants from each row were measured for agronomic traits after harvest.

### Evaluation of the plants under stress

Melatonin-coated soybean seeds were sowed in greenhouse. For the salt-stress test, seven-day-old seedlings were transferred to soil saturated with 1% (w/v) NaCl. The seedlings were grown at 25 °C under artificial light (about 20,000 LUX) with a photoperiod of 16-h light and 8-h dark. The phenotypes were analysed at one and three weeks later. Thirty six plants of each concentration were measured for plant height and leaf area; ten plants of each concentration were measured for biomass and five plants were measured for EL. For the drought-stress test, seven-day-old seedlings were tested for their performance. The soil used in this experiment was completely crushed and mixed with vermiculite. This mixed soil has the water capacity of 120% (w/w). The water supply was interrupted for about 12 d and the pot weight was measured every 2 d until the water content dropped to 20% of field capacity. The plants were kept under this drought condition for 10 d (with proper water supplement every day if water content was below 20%) and then the plants from above the cotyledon node were harvested. The plants were dried at 75 °C for at least 2 d and then their biomass was measured (dry weight). The value of biomass was compared with the well-watered plants and the reduction in biomass was calculated (Harb and Pereira, 2011). Ten plants of each concentration were measured for biomass. Both salt and drought experiments were repeated independently and a t-test was performed to detect significant differences compared with control plants.

### Chlorophyll content measurement

After treatment in 1% NaCl for 3 weeks, the leaves of soybean were cut for a chlorophyll assay. The fresh weight of leaves was measured (m). The leaves were ground with silica sand and 1ml of 95% EtOH. The mortar was washed with 95% EtOH and all of the EtOH was transferred to clean tubes with a final volume of 25 (V) ml. Chlorophyll was measured with spectra of 645nm and 663nm using spectrophotometer. Chlorophyll A (mg g^–1^)=(12.72A_663_–2.59A_645_)×V/(m×1000), chlorophyll B (mg g^–1^)= (22.88A_663_–4.67A_645_)×V/(m×1000). Three seedlings of each concentration were used in a chlorophyll assay.

### Relative electrolyte leakage assay

After treatment in 1% NaCl for about 3 weeks, the first trifoliate was cut for the relative electrolyte leakage assay. The leaf was vacuumed and placed at room temperature for 2h. Conductivity (K1) was then measured. Bottles containing the leaves were also autoclaved for 15min to completely destroy the leaves. The samples were shaken at 200rpm at room temperature for 1h. Conductivity (K2) was measured again. REL (relative electrolyte leakage) was calculated as K1/K2.

### DAB staining

Five-day-old seedlings were transferred into soil containing 1% (w/v) NaCl and maintained for about 3 weeks. The central-trifoliate was cut and soaked in 1mg ml^–1^ DAB (diaminobenzidine) solution (50mM Tris-HCl pH 4.0). After vacuum infiltration, the soybean leaf became translucent. Following DAB staining for one day and decolouration with absolute alcohol, the brown colour on the leaves indicated presence of hydrogen peroxide.

### RNA extracting and sequencing

Three-week old seedlings were treated with water, 100 µM melatonin, 1% NaCl or 100 µM melatonin plus 1% NaCl. Because gene expression in response to environmental change is a relatively quick process, seed-coating-reagent is not appropriate for this experiment owing to its slow-releasing effect. Therefore, melatonin was directly supplied to soybean seedlings with aqueous solution. Total RNA was extracted using TRNzol Reagent (TIANGEN company). RNA-sequencing was performed by GENEWIZ company using Illumina HiSeq. After cutting off the adaptor sequence and deleting low-quality reads, raw reads were mapped to the soybean genome (http://www.plantgdb.org) using software BWA (Burrows-Wheeler Alignment, bwa-0.7.4). Differentially expressed genes were analysed using the RPKM method (reads per kilo bases per million reads): RPKM=10^9^C/NL. “C” identifies a read number that uniquely mapped to a certain gene. “N” identifies a read number that uniquely mapped to the entire genome. “L” identifies the length of a certain gene. Gene ontology (GO) annotation and enrichment analyses were performed using a Blast2Go and GO-TermFinder (0.86) based on results of blastx. Up-/down-regulated transcripts (fold change ≥2) were examined for common genes using an online Venn diagram tool (http://bioinfogp.cnb.csic.es/tools/venny/index.html). Gene function was then annotated on KAAS (KEGG Automatic Annotation Server). Further detailed analysis was performed using perl program. Quantitative RT-PCR was performed to test the results of RNA-Seq using RAN extracted from independently grown and treated seedlings. The primers of qRT-PCR are found in Supplementary Table S4. Raw data of RNA-Seq was uploaded to NCBI (GEO accession number: GSE57960).

### Fatty acid content analysis

Seeds from a field test were analysed for their fatty acids (FA) content. Soybean seeds were ground to a fine powder and FA were extracted based on a previously published method (Poirier *et al.*, 1999) and analysed by gas chromatography (GC2014, SHIMADZU).

## Results

### Melatonin improves the growth and yield when coated onto soybean seeds

During agricultural procedures, soybean seeds are usually coated with seed coating-reagent for protection. In the present study we coated soybean seeds with seed-coating-reagent (Bayer, Germany) containing different concentrations of melatonin and sowed them in a greenhouse. Coated seeds were sowed in potted soil with saturated water irrigation and germination rate was assessed every day. A higher concentration (200 µM) of melatonin had no significant effect (Supplementary Fig. S1) or even inhibitory effect (Hernandez-Ruiz *et al.*, 2004) on seed germination. However, lower concentrations of melatonin (50 or 100 µM) promoted seed germination when compared with the control treatment (Fig. 1A). Most seeds germinated between the third to fifth day after sowing and these seedlings were used for further analysis. The seeds that germinated too early or too late were abandoned. Seedlings from melatonin-coated seeds had significantly larger leaves than seedlings from control-coated seeds (0 µM) (Fig. 1B). Because of the slow-releasing effect of coating-reagent, this phenomenon was observed two to three weeks after sowing. In the fifth week, melatonin-treated plants were taller and developed one more trifoliate leaf than the control plants (Fig. 1C, D). Before harvest, the central leaf of the third trifoliate from the top, which was fully expanded, was measured. The trifoliate leaves of melatonin-treated plants were much larger than those of the control seedlings (Fig. 1E, F). These results indicate that melatonin promotes soybean growth and development.

**Fig. 1.**
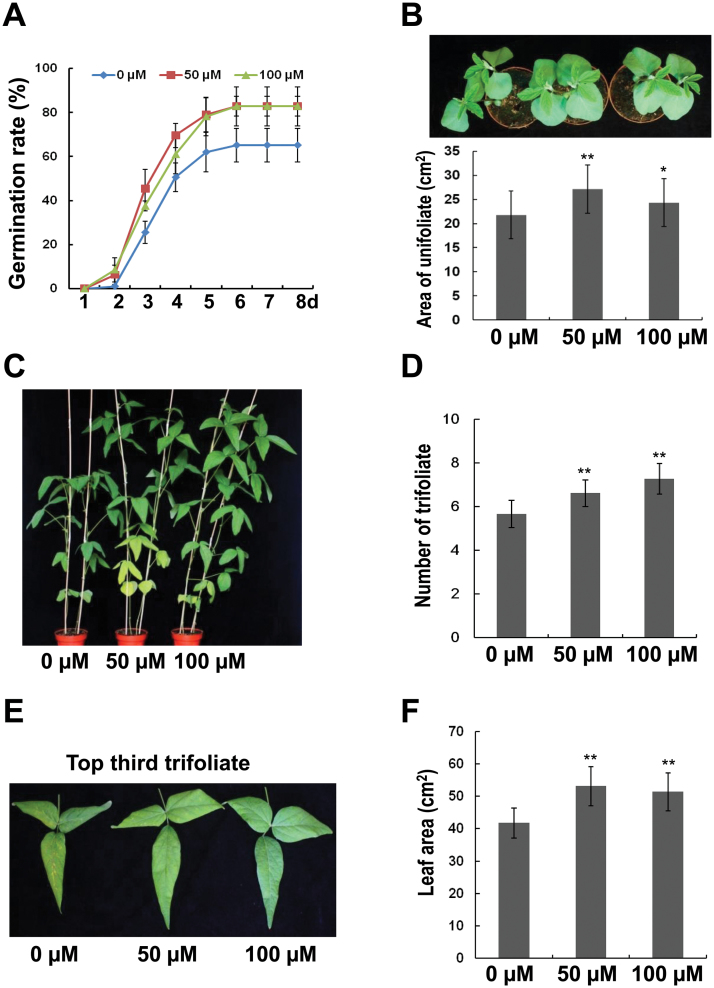
Melatonin effects on soybean growth in a greenhouse using the seed-coating method. (A) Germination rate of soybean seeds coated with different concentrations of melatonin. (B) Melatonin effects on leaf growth. Upper panel: leaf phenotype after treatment. Lower panel: measurement of leaf area. (C) Phenotype of five-week-old soybean seedlings after melatonin treatment. (D) Number of trifoliate after melatonin treatment. (E) The top third trifoliate of 11-week old seedlings after melatonin treatment. (F) Leaf area of central-trifoliate after melatonin treatment. For B, D, and F, * and ** indicate significant difference (*P*<0.05 and *P*<0.01, respectively) compared with mock coating (0 µm). Bars indicate standard deviation (*n*=30).

Three months after germination, soybean seeds were harvested and agronomic traits were measured. Melatonin-treated soybean plants produced more pods and seeds than the controls (Fig. 2A–D). However, the 100-seed weight was not significantly influenced (Fig. 2E). These results indicate that melatonin increases yield of soybean plants grown in pots.

**Fig. 2.**
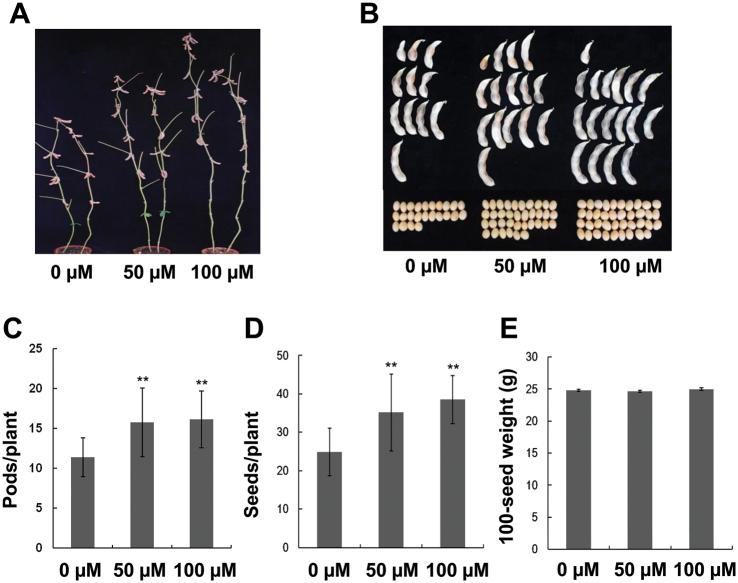
Yield-related traits from soybean plants grown in a greenhouse. (A) Phenotypes of soybean plants before harvest after treatments with different concentrations of melatonin. (B) Pods and seeds from plants with different treatments of melatonin. (C) Comparison of pod numbers after melatonin treatment. (D) Seed numbers in plants treated with melatonin. (E) Weight of 100 seeds after melatonin treatment. For C and D, ** indicate significant difference (*P*<0.01) compared with mock coating (0 µM). Bars indicate standard deviation (*n*=30). (This figure is available in colour at *JXB* online.)

### Performance of melatonin-treated soybean plants in a field test

Soybean seeds coated with 0, 50, or 100 µM melatonin were sowed in four different regions of the same field in the experimental station. Melatonin-treated and untreated plants were grown in rows, one close to each other, and each row had roughly 70 holes. Melatonin-treated plants grew bigger than control seedlings (Fig. 3A, B). After harvest, yield-related traits were measured. Melatonin-treated plants produced more pods, more seeds and more yield than control plants (Fig. 3C–E). The results suggest that melatonin improves plant growth and soybean production under field conditions. An independent field test was also performed in Zhejiang Province and consistent enhancement in soybean yield was observed (data not shown).

**Fig. 3.**
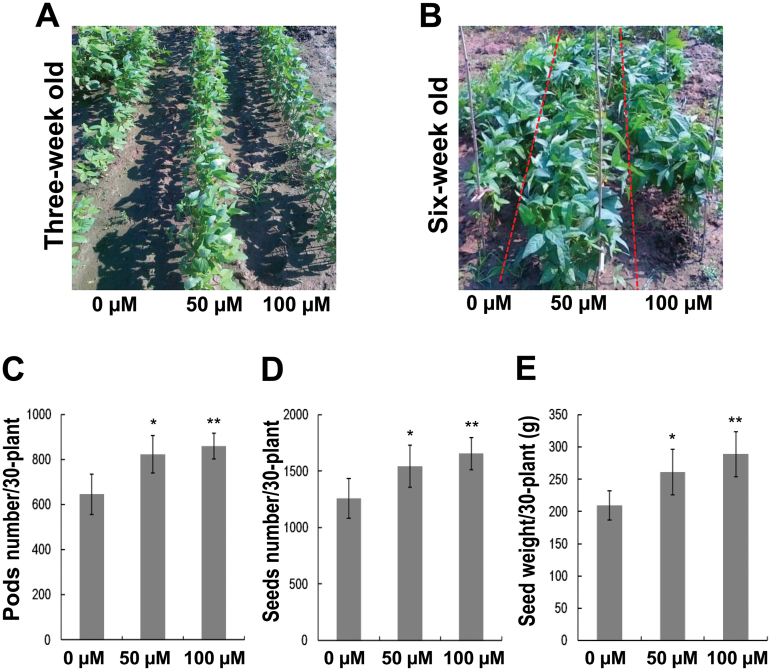
Melatonin effects on soybeans grown under field conditions. (A) Comparison of three-week-old plants grown in the field. (B) Phenotypes of six-week-old plants. (C) Comparison of pod numbers from 30 plants. (D) Seed numbers from 30 plants. (E) Seed weight from 30 plants. For C, D, and E, * and ** indicate significant difference (*P*<0.05 and *P*<0.01 respectively) compared with mock coating (0 µM). Bars indicate standard deviation (*n*=4).

### Melatonin increases salt and drought tolerance of soybean

We further tested whether melatonin had any effects on abiotic stress responses in soybean plants. Five-day-old seedlings from melatonin-coated seeds were grown in soil with 1% (w/v) NaCl. One week later, leaf area and plant height were measured. Melatonin-treated seedlings were taller and had larger leaves than the control plants (Fig. 4A–D). The treated plants also had a smaller reduction of biomass when compared with the control plants (Fig. 4E). During the third week, the leaves of the control seedlings turned yellow, whereas melatonin-treated seedlings were still green (Fig. 4F). Chlorophyll content was also measured and melatonin-treated plants had similar chlorophyll content as those untreated plants under normal conditions. However, these plants had higher chlorophyll contents than that of control plants after salt treatment (Fig. 4G). DAB staining documented that the control seedlings had higher H_2_O_2_ levels than the melatonin-treated seedlings as the leaves of the control seedlings had a deeper brown colour (Fig. 4H). The relative electrolyte leakage was lower in melatonin-treated seedlings compared with the control seedlings under salt stress (Fig. 4I). These findings imply that melatonin increases salt tolerance in soybean plants.

**Fig. 4.**
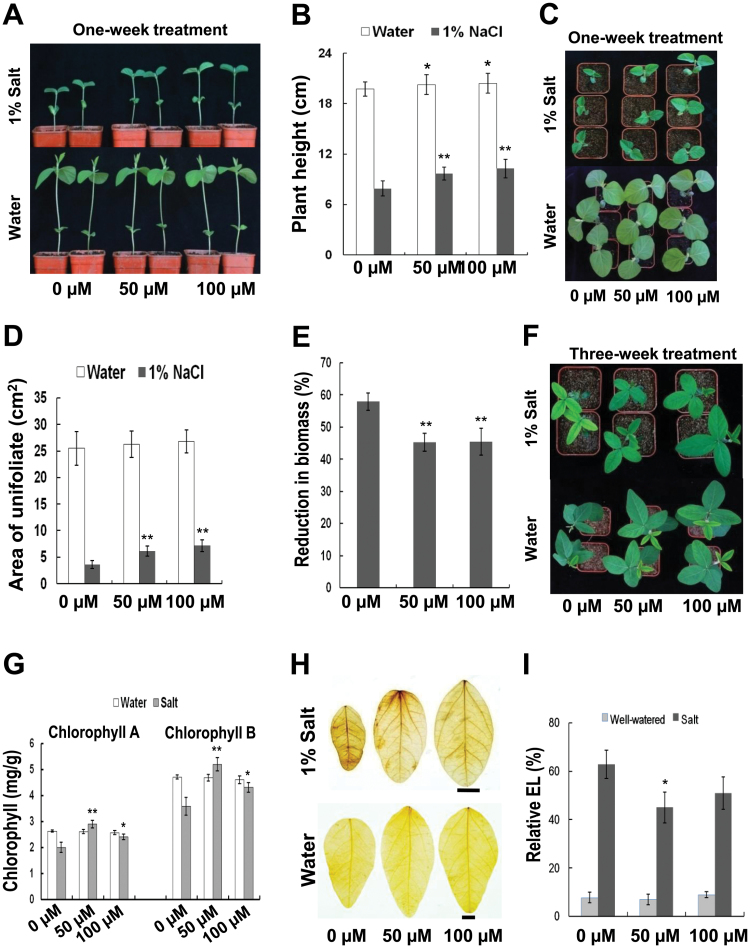
Performance of melatonin-treated seedlings in response to salt stress. (A) Melatonin effects on seedlings treated with 1% salt for one week. (B) Melatonin action on plant height after salt stress. (C) Phenotypes of one-week-old treated seedlings after melatonin and salt treatments. (D) Comparison of leaf area after treatments. (E) Reduction in biomass after treatments. Reduced proportion of biomass (dry weight)=[(biomass of well-watered plants)–(biomass of salt-treated plants)]/(biomass of well-watered plants). (F) Phenotypes of three-week-old treated seedlings. (G) Chlorophyll contents in soybean leaves after salt stress. Left part represents content of chlorophyll A, and right part represents content of chlorophyll B. (H) DAB staining. Brown colour indicates accumulation of H_2_O_2_. Bars=1cm. (I) Relative electrolyte leakage in treated plants. * and ** indicate significant differences (*P*<0.05 and *P*<0.01, respectively) compared with mock coating (0 µM). Bars indicate standard deviation. For leaf area and plant height, *n*=36; for biomass analysis, *n*=10; for chlorophyll test, *n*=3; for relative electrolyte leakage, *n*=5.

One-week old seedlings from melatonin-coated seeds were used to test the drought response of plants, and the water supply was discontinued until the moisture content dropped to 20%. Water content dropped a bit faster in melatonin-treated seedlings than that of control seedlings (Fig. 5B). However, under this condition, melatonin-treated seedlings were larger and had less reduction of biomass compared with controls (Fig. 5A and C). The results suggest that melatonin enhances drought tolerance of soybean plants.

**Fig. 5.**
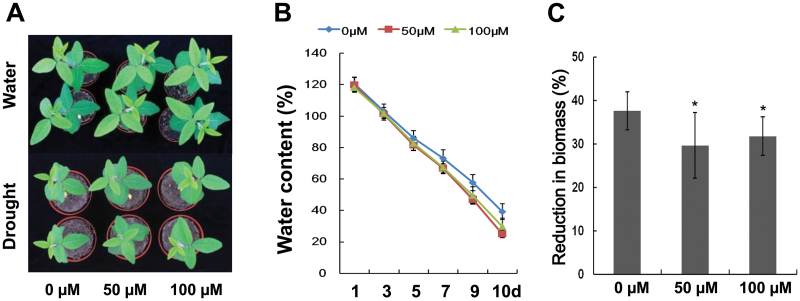
Growth of melatonin-treated seedlings in response to drought stress. (A) Performance of soybean seedlings grown in well-watered soil or in soil supplied with 20% water for one week. (B) Water content of the pot-grown plants after drought stress. (C) Reduction in biomass after drought stress. * indicates significant difference (*P*<0.05) compared with mock coating (0 µM). Bars indicate standard deviation (*n*=10).

### Melatonin-regulated gene expression by transcriptome analysis

To investigate the possible mechanism of the promotional roles of melatonin on soybean plants, transcriptome analysis was performed. Two-week old soybean seedlings were treated with water, 100 µM melatonin, 1% NaCl or 1% NaCl plus 100 µM melatonin, and RNAs were isolated for RNA-seq analysis. 

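RNA-seq was performed on leaves of soybean seedlings, which the methods describe as 3 weeks old and the results as 2 weeks old, with 1 library for each of the 4 conditions water (H2O), 100 µM melatonin (Mt), 1% NaCl (NaCl) and both (NaCl+Mt). There are no replicate libraries, so no difference given here could be checked against a second library. No p-value across genes was computed for a difference between conditions. The authors deposited, for each of 55787 transcript models of 46367 loci, the count of mapped reads and the RPKM in each library. The deposited RPKM were the counts divided by the transcript length and by the total of mapped reads of Table 1, not by the uniquely mapped reads that the formula in the methods names. A transcript was called up- or down-regulated here when RPKM + 0.1 differed by a fold of at least 2 between the libraries and RPKM was at least 1 in one of them. Log2 values are on the scale of RPKM + 0.1, which can understate the changes of transcripts with low expression and overstate those of transcripts that had reads and were listed at an RPKM of 0, and each standard error given with a log2 value covers the counting of reads alone. A fold against a library with 3 counts or fewer is given as a lower bound computed from the counts, and no fold is given where both libraries had 3 counts or fewer. To show what chance alone gives, unchanged libraries with the same depths were simulated from one mean per transcript, with an assumed coefficient of variation between libraries of 0, 0.1, 0.2 or 0.3 and 20 simulations of each.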

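On the transcript models, 22908979 reads were counted in H2O, 23479688 in Mt, 28868062 in NaCl and 36945028 in NaCl+Mt. Reads were counted on 47148 to 49073 transcripts per library, and RPKM was at least 1 for 37116 transcripts in H2O, 40186 in Mt, 36345 in NaCl and 37183 in NaCl+Mt. The floor of 3 counts corresponded to an RPKM between 0.064 (NaCl+Mt) and 0.103 (Mt) for a transcript of 1000 bases. Between 4628 and 5430 transcripts per library had reads but were listed at an RPKM of 0. The 10 transcripts with the most reads held 2.06% of the counts in H2O, 2.6% in Mt, 3.74% in NaCl and 3.08% in NaCl+Mt. Reads without molecular identifiers are not independent molecules, so the floors and standard errors cover counting error only.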

Statistics of clean reads in RNA sequencing are shown in Table 1. Four comparisons were conducted, including treatments of melatonin (Mt) versus water (Mt:H_2_O), salt versus water (NaCl:H_2_O), salt plus melatonin versus salt (NaCl+Mt:NaCl), and salt plus melatonin versus melatonin (NaCl+Mt:Mt). Compared with the transcripts of non-treated samples (water), melatonin-treated samples had 5503 up-regulated genes and 2162 down-regulated genes, whereas salt-treated samples had 524 up-regulated genes and 1146 down-regulated genes. 

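Among the 41781 transcripts that passed the RPKM filter in Mt:H2O, 8872 were up-regulated and 5227 were down-regulated at a fold of at least 2. In NaCl:H2O, 2806 of 38405 transcripts were up-regulated and 4387 were down-regulated. Simulated unchanged libraries gave on average 590.1 up-regulated and 597 down-regulated transcripts in Mt:H2O at an assumed variation of 0.2, and 2469 and 2472 at 0.3. For NaCl:H2O, the same simulations gave 554 and 542 at 0.2, and 2431 and 2415 at 0.3, with a highest of 2531 up-regulated transcripts in the 20 simulations at 0.3. With median-of-ratios scaling, 3391 transcripts were up-regulated and 3782 down-regulated in NaCl:H2O. Among the alternatives set before the data were examined, a fold of at least 4 moved the counts in both comparisons most, to 5110 up-regulated and 1834 down-regulated transcripts in Mt:H2O and 698 and 1630 in NaCl:H2O. Over the transcripts that passed the filter the median log2 in NaCl:H2O was -0.12, and scaling the libraries by the median of ratios moved it by 0.11 to -0.01; in the other comparisons this scaling moved the median by less than 0.1. On the scale of RPKM + 1, Glyma10g13450.1 rose most in Mt:H2O, from 1 read in H2O to 18611 reads in Mt, and Glyma18g05890.1 fell most, from 11275 to 112 reads.

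**Figure D1:**
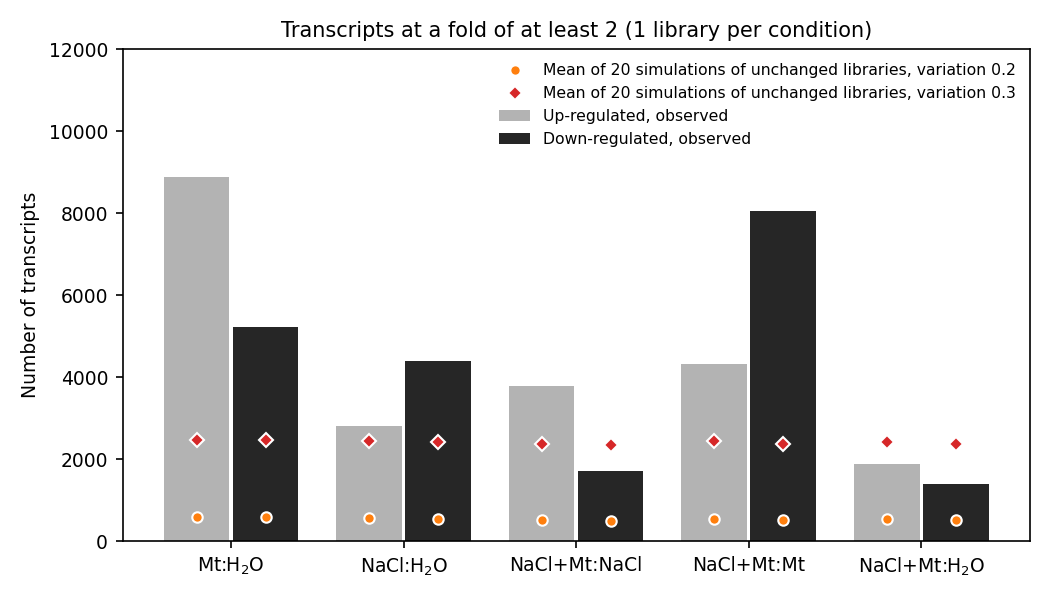
Number of transcripts up-regulated (grey bars) and down-regulated (black bars) at a fold of at least 2 in 5 comparisons of 1 library against 1 library, with the mean of 20 simulations of unchanged libraries at an assumed coefficient of variation of 0.2 (circles) and 0.3 (diamonds). The grey bar of Mt:H2O and the black bar of NaCl+Mt:Mt stand furthest above the simulated numbers, and both bars of NaCl+Mt:H2O and the black bar of NaCl+Mt:NaCl lie below the diamonds.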

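In the comparison of the NaCl+Mt library with the NaCl library, 3787 of 38389 transcripts that passed the filter were up-regulated and 1702 were down-regulated. The number of up-regulated transcripts was above, and that of down-regulated transcripts below, the averages of 2366 and 2354 in unchanged libraries at a variation of 0.3. At 0.2 these averages were 501 and 484. The transcript with the largest rise on the scale of RPKM + 1 was Glyma15g06270.1, with 11 reads in NaCl and 8394 in NaCl+Mt. The largest fall was that of Glyma03g24320.1, from 7010 to 106 reads.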

Compared with salt-treated samples, NaCl+Mt samples had 1231 up-regulated genes and 233 down-regulated genes. Compared with melatonin-treated samples, NaCl+Mt samples had 1825 up-regulated genes and 4465 down-regulated genes (Fig. 6A). 

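NaCl+Mt:Mt had 4327 up-regulated and 8062 down-regulated transcripts among 41573. Both numbers exceeded the highest of the simulated unchanged libraries at a variation of 0.3, which were 2520 and 2452. In NaCl+Mt:H2O, which Fig. 6B adds, 1886 transcripts were up-regulated and 1388 were down-regulated. Both numbers were lower than those of the same direction in the other 4 comparisons, and lower than the lowest simulated numbers of 2354 and 2289 at 0.3.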

The heatmap by cluster analysis also revealed that melatonin enhanced the expression level of a large number of genes compared with the other three samples (Supplementary Fig. S2). 

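Across transcripts with RPKM of at least 1 in either library of a pair, Spearman's rho was 0.949 between NaCl+Mt and H2O, 0.903 between NaCl+Mt and NaCl and 0.886 between NaCl and H2O. The Mt library gave lower values with each of the other libraries, with rho of 0.795 for NaCl+Mt, 0.778 for NaCl and 0.753 for H2O. These 6 correlations are across transcripts within single libraries, and transcripts are not independent replicates. Between Mt and NaCl, 12627 transcripts differed by a fold of at least 2. The order of the 6 pairs was the same without the filter, with a filter of RPKM 5 and with 1 transcript per locus. Median-of-ratios scaling keeps the ranks within a library and could move rho only through the filter, so the same order with it is no test.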

Venn diagrams were used to analyse the relationship between different treatments. 

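At a fold of at least 2, 620 transcripts were up-regulated in each of Mt:H2O, NaCl:H2O and NaCl+Mt:H2O. The 3 comparisons share the H2O library, and simulated unchanged libraries gave on average 58.2 such transcripts at a variation of 0.2 and 413 at 0.3. From the sizes of the 3 lists alone, 11.8 would be expected. The alternatives set before the data were examined gave between 138 (a fold of at least 4) and 1512 (no pseudocount and no filter).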

Compared with water samples, there were 28 genes up-regulated by all three treatments (Fig. 6B and Supplementary Table S1), suggesting that they may respond to environmental changes. It was presumed from the experiments above that melatonin may mitigate the effects of salt (Fig. 4 and Fig. 6A), and thus the regulation of gene expressions by melatonin and salt were analysed. 

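Up-regulation in both Mt:H2O and NaCl+Mt:NaCl was found for 967 transcripts, against 552 expected from the sizes of the lists and 143 in simulated unchanged libraries at a variation of 0.3. Down-regulation in both comparisons was found for 211 transcripts, against 199 expected from the sizes of the lists and 137 in the simulated libraries. At a variation of 0.2, the simulated libraries gave 10.7 up- and 10.8 down-regulated in both. Mt:H2O and NaCl+Mt:NaCl share no library. Spearman's rho of Mt:H2O with NaCl:NaCl+Mt, the second comparison turned round, was 0.14 across 42311 transcripts. Over all transcripts, the log2 values of Mt:H2O and NaCl+Mt:NaCl thus went weakly in opposite directions. The up-regulated transcripts of both comparisons made up 10.9% of those up-regulated in Mt:H2O.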

There were 303 (Fig 6C, left: up in Mt:H_2_O versus up in NaCl+Mt:NaCl) genes commonly up-regulated and 14 (Fig 6C, right: down in Mt:H_2_O versus down in NaCl+Mt:NaCl) genes commonly down-regulated by melatonin in the absence and presence of salt. 

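The transcripts down-regulated by NaCl both without melatonin (NaCl:H2O) and with it (NaCl+Mt:Mt) numbered 614, which was 14% of those down-regulated in NaCl:H2O. From the sizes of the lists, 512 would be expected, and simulated unchanged libraries gave 143 at a variation of 0.3. Up-regulated in both were 277 transcripts, with 295 expected from the sizes of the lists and 144 in the simulated libraries. At a variation of 0.2, the simulated libraries gave 10.15 down- and 11.15 up-regulated in both. Spearman's rho of NaCl:H2O with Mt:NaCl+Mt, the second comparison turned round, was 0.242 across 42311 transcripts. Over all transcripts, the log2 values of NaCl:H2O and NaCl+Mt:Mt thus went weakly in opposite directions.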

There were 75 (Fig 6C, left: down in NaCl:H_2_O versus down in NaCl+Mt:Mt) genes commonly down-regulated and 46 (Fig 6C, right: up in NaCl:H_2_O versus NaCl+Mt:Mt) genes commonly up-regulated by salt in the absence and presence of melatonin. 

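Of the transcripts up-regulated in Mt:H2O, 6903 were down-regulated in NaCl+Mt:Mt, and 3431 of those down-regulated in Mt:H2O were up-regulated in NaCl+Mt:Mt. These comparisons share the Mt library, on opposite sides of the ratio. Simulated unchanged libraries gave 495 and 818 at a variation of 0.3, and 67.35 and 129.7 at 0.2. For NaCl:H2O and NaCl+Mt:NaCl, which share the NaCl library, 2593 transcripts were down-regulated in the first and up-regulated in the second, 59.1% of those down-regulated in the first. The opposite change was found for 1007 transcripts. The simulated libraries gave 771 and 490.4 at 0.3, and 109.1 and 57.2 at 0.2. Spearman's rho across 42311 transcripts was -0.878 between the log2 values of Mt:H2O and NaCl+Mt:Mt and -0.693 between those of NaCl:H2O and NaCl+Mt:NaCl, against averages of -0.487 and -0.481 in the simulated libraries at 0.3. Transcripts are not independent replicates.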

Four comparisons could be divided into two groups, and each group contained two contrasting comparisons (Group I: Mt:H_2_O and NaCl+Mt:Mt, Group II: NaCl:H_2_O and NaCl+Mt:NaCl) (Fig. 6C). A reciprocal analysis was also performed and much fewer common genes were found (Supplementary Fig. S3). 

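Between Mt:H2O and NaCl:H2O, 1570 transcripts were up-regulated in both and 2270 were down-regulated in both. These comparisons share the H2O library. The simulated unchanged libraries gave 808 and 508 at a variation of 0.3, and 135.9 and 71.25 at 0.2. Spearman's rho across transcripts between the 2 comparisons was 0.418, and 0.485 in the simulated libraries at 0.3.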

Details of the genes in the Venn diagrams (Fig. 6C) can be found in Supplementary Table S2.

**Table 1.** Statistics of clean reads in RNA sequencing

Samples	Length	Total reads	Total mapped	Unique mapped	Mapped (%)	Unique mapped (%)	Seq depth
Melatonin	100	39 128 572	29 090 309	24 017 624	74.35	82.56	28.7
H_2_O	100	39 614 632	29 231 294	23 910 361	73.79	81.80	29.0
NaCl	100	49 078 288	36 222 072	29 620 331	73.80	81.77	35.9
NaCl+Mt	100	63 169 248	46 886 146	38 472 421	74.22	82.05	46.3

**Fig. 6.**
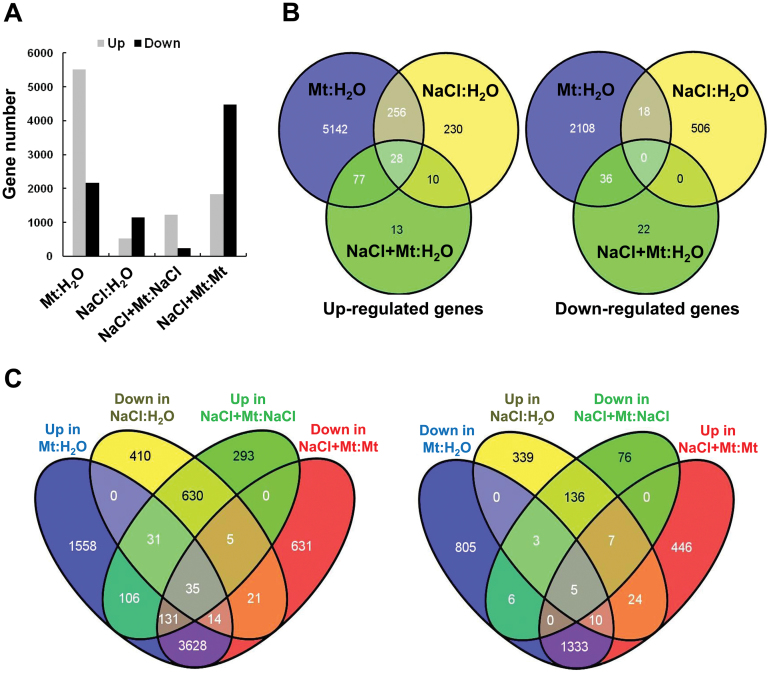
Analysis of RNA-sequencing data. (A) Differentially expressed gene number. Mt:H_2_O identifies 100 µM melatonin-treated samples versus water controls, NaCl:H_2_O identifies 1% salt-treated samples versus water controls, NaCl+Mt:NaCl identifies salt- and melatonin-treated samples versus 1% salt- treated samples, NaCl+Mt:Mt identifies salt- and melatonin-treated samples versus melatonin-treated samples. (B) Gene numbers affected by various treatments. Up- and down-regulated genes (fold change≥2) were examined for common genes using Venn diagram. Overlapping areas represent common genes. NaCl+Mt:H_2_O identifies salt- and melatonin-treated samples versus water controls. (C) Comparison of gene numbers affected by different treatments using Venn diagram.

Gene ontology analysis also was performed (http://www.geneontology.org/). Melatonin exhibited similar regulatory roles in both “Mt:H_2_O” and “NaCl+Mt:NaCl” comparisons, whereas salt stress inhibited related gene expressions. Regulated gene numbers were higher in the “Mt:H_2_O” comparison. Melatonin apparently increased genes related to hydrolase, oxidoreductase, primary metabolism, oxidation-reduction processes, and lipid metabolic processes, whereas salt stress had an inhibitory effect on these processes (Fig. 7).

**Fig. 7.**
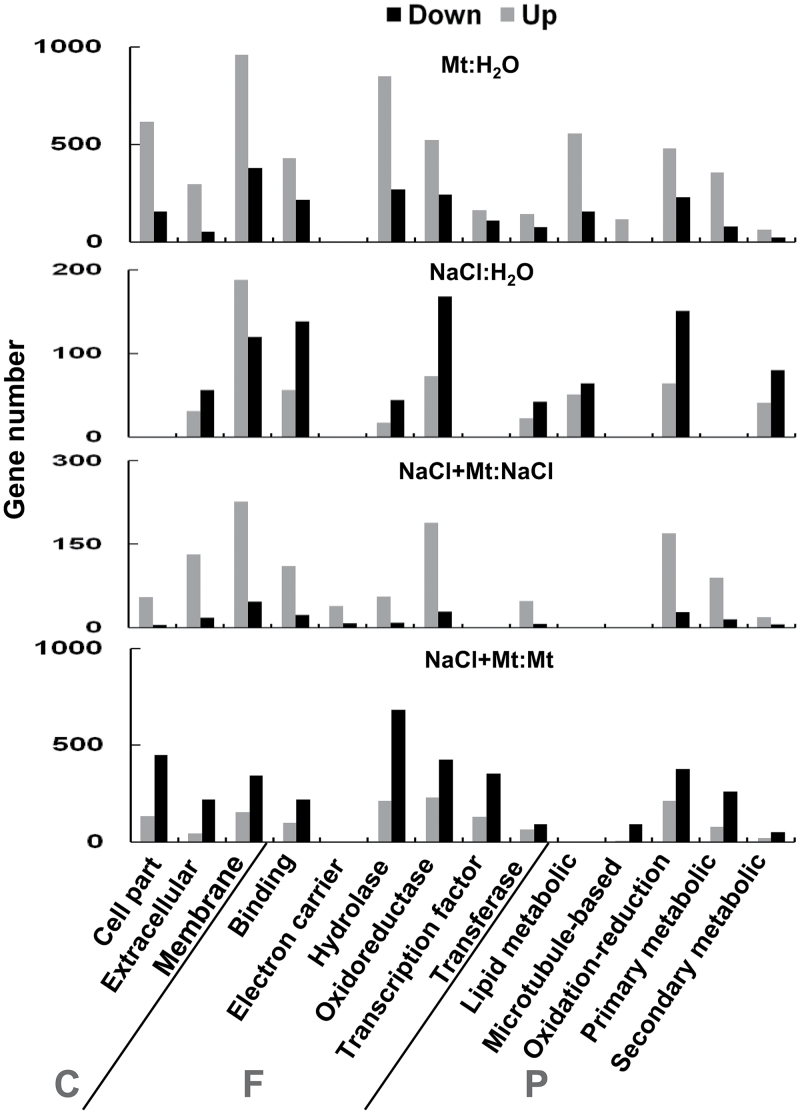
Gene ontology analysis in response to different treatments. C, cellular components; F, molecular functions; P, biological processes.

Under non-stress conditions, application of melatonin increased expression level of genes connected to cell cycle and DNA replication processes, including *BUBR1*, *CDH1*, *CYCA*, and *CYCB* genes. However, there was no significant change in gene expressions under salt treatment (Fig. 8, Supplementary Table S3).

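In the library treated with melatonin alone, all 40 cell cycle loci and all 22 DNA replication loci of Supplementary Table S3 were at least 2-fold higher than in H2O. A list's percentile gives the place of its median log2 among the medians of 10000 random lists of the same size matched on mean expression; the lists were chosen by the study on these libraries, so it is a description and not independent evidence. The median log2 in Mt:H2O was 4.84 for the cell cycle (percentile 100) and 2.71 for DNA replication (percentile 100). In H2O, 12 of the cell cycle loci had 3 counts or fewer, and with counts under 3 set to 3, an alternative chosen after the data were seen, the median of that list was 4.27. The pseudocount moved this median most, to 2.31 at a pseudocount of 1 and 7.20 at 0.01. *BUBR1* (Glyma07g20070) had 333 reads in Mt and 4 in H2O, a log2 of 5.52 (standard error 0.726), and its second locus, Glyma20g00930, was at least 16.4-fold higher. *CDH1*, listed as *CDH* in Supplementary Table S3, had a log2 of 4.64 (standard error 0.355) at Glyma11g34060 and was at least 85.4-fold higher at Glyma18g04240. Of the 9 *CYCA* loci, 3 had more than 3 counts in H2O, with log2 values from 2.01 to 6.03, and Glyma06g12220, with the highest mean RPKM of all, was at least 174-fold higher. Of the 9 *CYCB* loci, 6 had more than 3 counts, with log2 values from 4.66 to 7.52, and 5.30 (standard error 0.318) at Glyma14g04160.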

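Under salt, the cell cycle list had a median log2 of 0.31 in NaCl:H2O (percentile 99.8), with 15 of 40 loci at least 2-fold higher and 2 at least 2-fold lower. The DNA replication list had a median of -0.14 (percentile 31.9), with 2 of 22 loci higher and 0 lower. In NaCl+Mt:NaCl, the medians were -0.18 (percentile 3.01) for the cell cycle and 0.18 (percentile 82.3) for DNA replication. With RPKM recomputed from the counts, which an alternative chosen after the data were seen did for every transcript including those listed at 0, the cell cycle median in NaCl+Mt:NaCl was -0.62. *BUBR1* (Glyma07g20070) had 30 reads in NaCl and 4 in NaCl+Mt, and *CDH1* (Glyma11g34060) had 30 and 22. The *CYCB* locus Glyma14g04160 had a log2 of 1.12 in NaCl:H2O and -0.73 in NaCl+Mt:NaCl, with standard errors of 0.364 and 0.281. The *CYCA* locus Glyma06g12220 had 58 reads in NaCl, 6 in NaCl+Mt and 3 in H2O.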

**Fig. 8.**
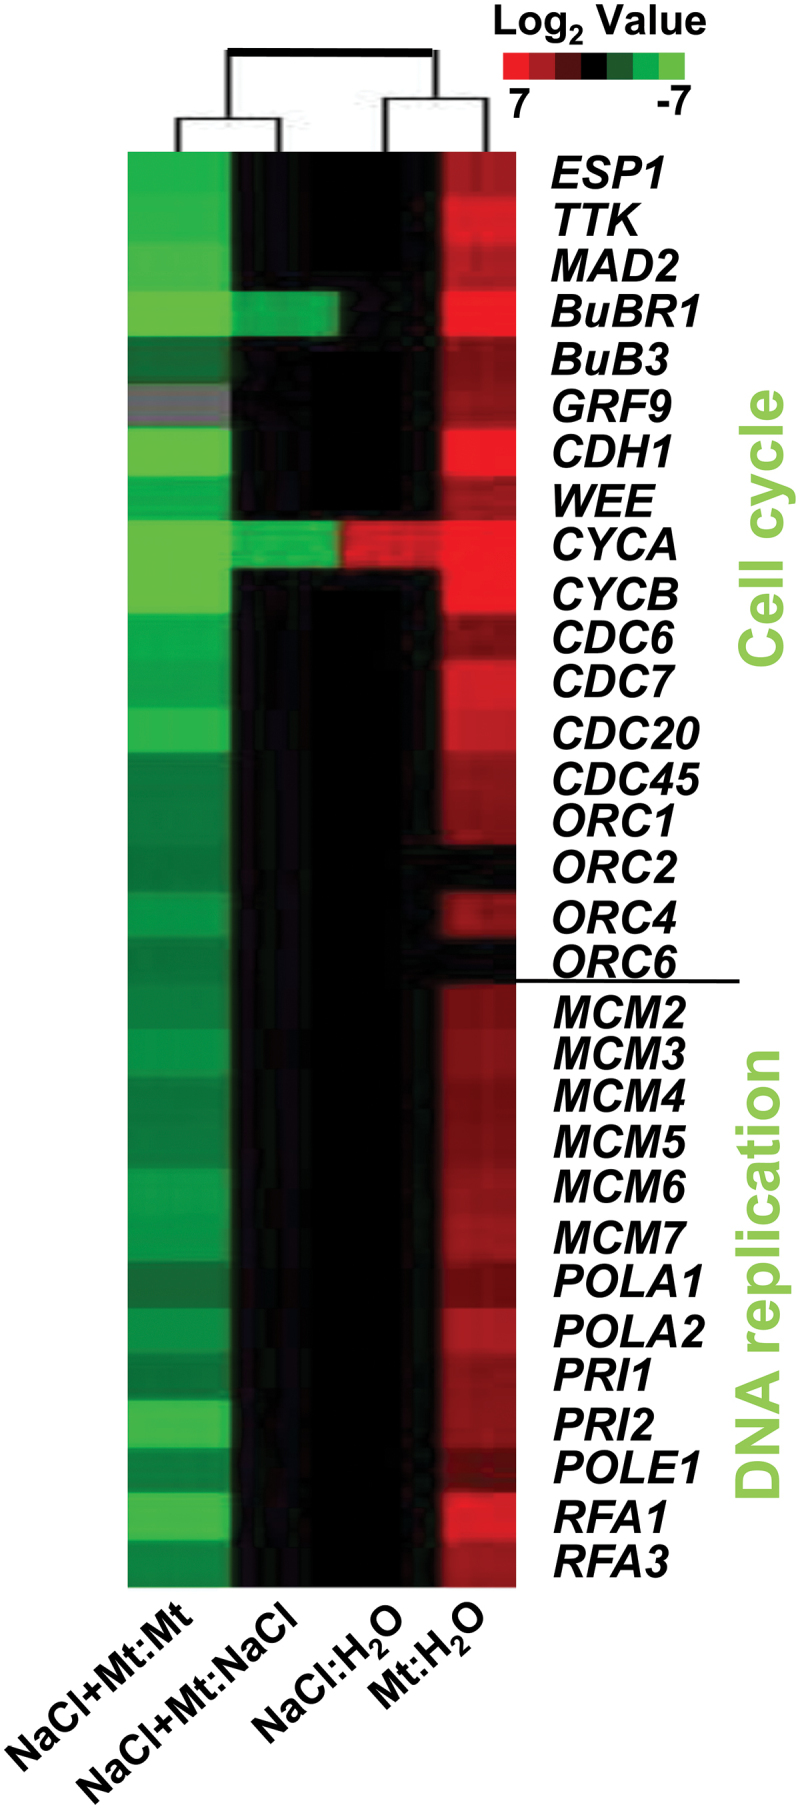
Fold changes of gene expressions in cell cycle and DNA replication processes in three comparisons. The log_2_ (fold change of gene transcripts) value was analysed using cluster software. The annotation of the genes can be found in Supplementary Table S3.

To confirm the results of transcriptome analysis, we extracted RNA from independently grown and treated plants and performed quantitative RT-PCR. The important genes that enriched in pathway analysis were tested and the real-time PCR results were consistent with transcriptome analysis (Figs 9B, 10B, 11B, and Supplementary Fig. S4B).

**Fig. 9.**
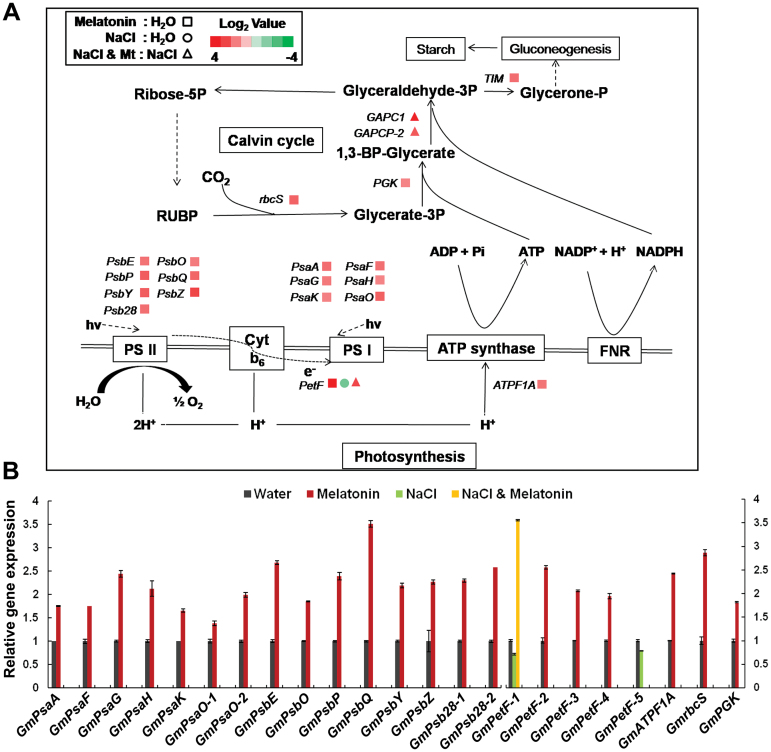
Melatonin enhances expressions of photosynthesis-related genes under normal and salt stress conditions. (A) Expression of genes related to photosynthesis. Red colour indicates up-regulation and green colour indicates down-regulation. Quadrangle represents a comparison of melatonin treated versus water control; circle represents a comparison of salt versus water control: triangle represents a comparison of salt plus melatonin versus salt. (B) Relative gene expression level analysed by q-PCR. A *GmTubulin* fragment was amplified as an internal control. Bars indicate standard deviation (*n*=3).

**Fig. 10.**
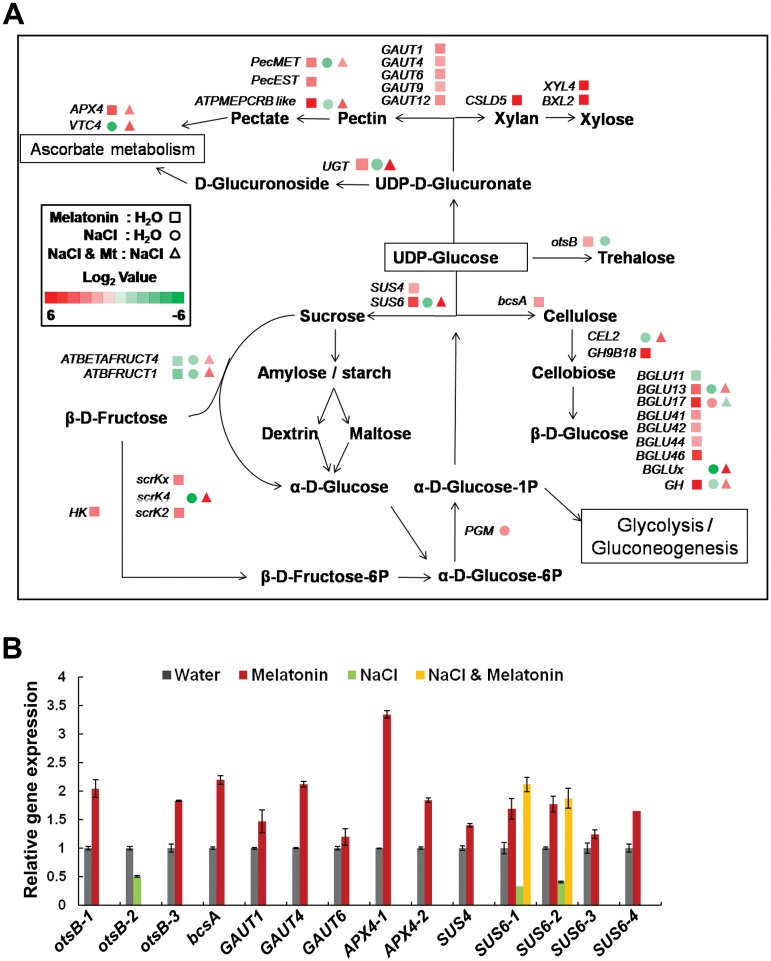
Changes of expression of genes involved in glucose metabolism. (A) Fold changes of gene expressions in the glucose metabolic pathway. (B) Quantitative PCR analysis of gene expression in glucose metabolism. The annotation of the genes can be found in Supplementary Table S3.

**Fig. 11.**
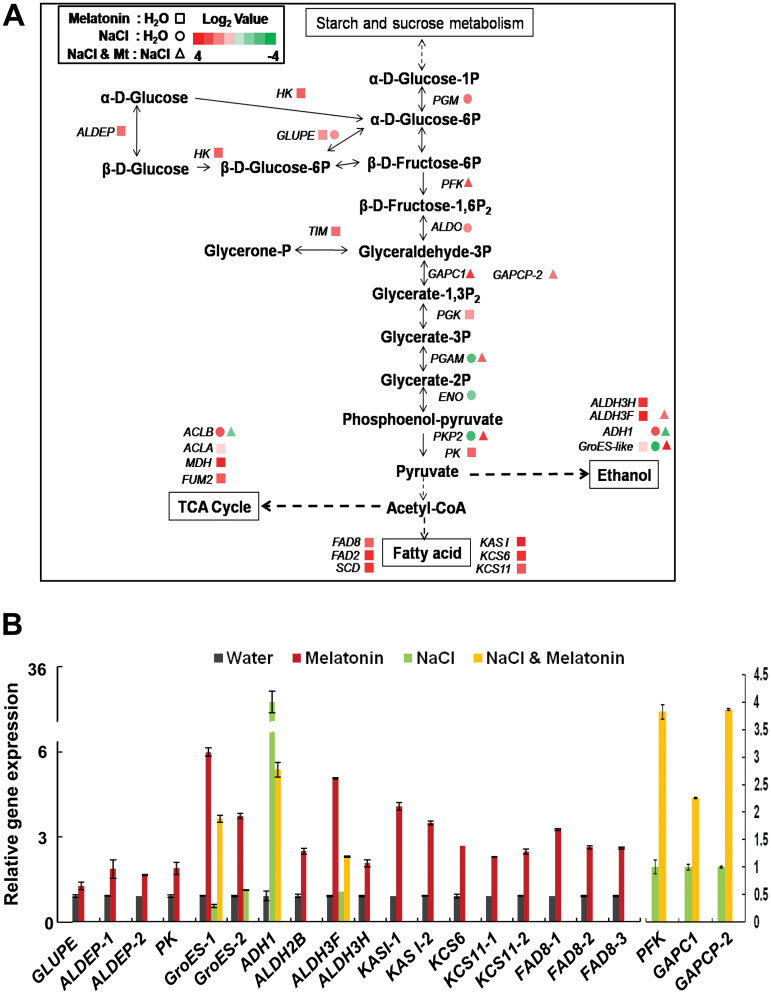
Altered expressions of genes involved in glycolysis, TCA cycle, ethanol metabolism, and fatty acid biosynthesis. (A) Fold change of the expression of genes in the four pathways. Dashed lines indicate omitted steps. (B) Quantitative PCR analysis of genes in glycolysis, ethanol metabolism, and fatty acid biosynthesis.

### Melatonin up-regulates gene expressions in photosynthesis

Both the photosynthetic light reaction and dark reaction processes were up-regulated by melatonin (Fig. 9A, B). 

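The 23 loci of the photosynthetic light reaction in Supplementary Table S3 had a median log2 of 2.27 in Mt:H2O (percentile 100), and 21 of them were at least 2-fold higher in Mt. For the 5 loci of the Calvin cycle, the median was 1.98 (percentile 99.9), with 3 loci higher and 1 lower. No locus of the first list was 2-fold lower, but 2 *PetF* loci were lower by less than that.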

The genes, *PsaA*, *PsaF*, *PsaG*, *PsaH*, *PsaK*, and *PsaO* in photosystem I, and *PsbE*, *PsbO*, *PsbP*, *PsbQ*, *PsbY*, *PsbZ*, and *Psb28* in photosystem II were up-regulated in melatonin-treated plants compared with those in non-treated plants (Fig. 9A, B). 

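In photosystem I, *PsaF* had an RPKM of 289 in H2O and 1414 in Mt, a log2 of 2.29 (standard error 0.021). The largest log2 among these genes was 3.44 for *PsaH* (standard error 0.0844). *PsaO*, *PsaK* and *PsaG* had log2 values of 2.66, 2.02 and 1.93 at the locus with the highest mean RPKM. *PsaA* rested on few reads, 100 in Mt and 20 in H2O, and had a log2 of 2.27 (standard error 0.353). In photosystem II, the log2 was 2.07 for *PsbO*, 2.35 for *PsbP*, 2.45 for *PsbQ*, 2.57 for *PsbY* and 1.96 for *Psb28*, each with a standard error under 0.1. *PsbE* and *PsbZ* had 17 and 12 reads in H2O, and their log2 values of 2.18 and 2.98 had standard errors of 0.385 and 0.441.

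**Figure D2:**
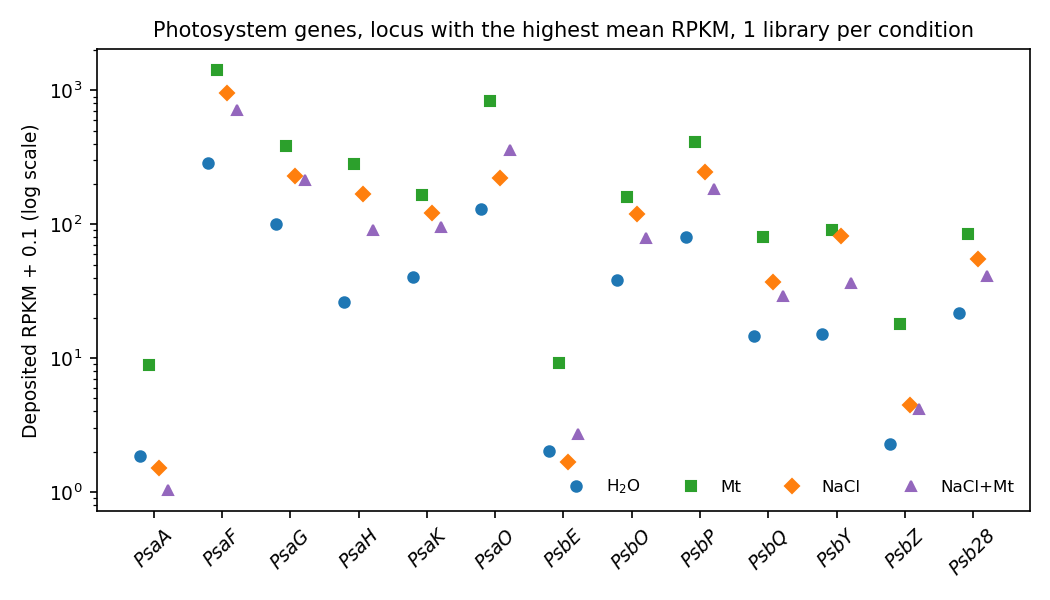
Deposited RPKM + 0.1 on a log scale of the 13 photosystem genes named in the text, for the locus with the highest mean RPKM, in the H2O, Mt, NaCl and NaCl+Mt libraries (1 point per library, no error bars because there are no replicates). Each gene has its highest value in Mt, and all but *PsaA* and *PsbE* have their lowest value in H2O.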

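The 5 *PetF* loci of Supplementary Table S3 did not change in one direction in Mt:H2O. Glyma12g29090 rose from an RPKM of 9.06 to 112, a log2 of 3.61 (standard error 0.139), and Glyma12g29100 had a log2 of 4.46 (standard error 0.204). Glyma11g00800 was at least 11.7-fold higher, with 35 reads in Mt and 1 in H2O. Glyma10g42540 and Glyma20g24500 were lower in Mt, with log2 values of -0.63 and -0.68 and standard errors of 0.134 and 0.107. *ATPF1A* (Glyma12g36100) had 63 reads in H2O and 292 in Mt, a log2 of 2.14 (standard error 0.2).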

Electron transporter genes, *PetF* family, and an F-type ATPase gene *ATPF1A* were also up-regulated in the “Mt: H_2_O” comparison. The *PetF-1* gene was down-regulated in salt-treated plants but this was reversed by melatonin application during salt stress treatment (Fig. 9A, B). 

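Supplementary Table S3 lists the *PetF* loci without numbers, so the locus of *PetF-1* could not be told from it. In NaCl:H2O, Glyma10g42540, Glyma20g24500 and Glyma12g29090 were lower, with log2 values of -2.54, -2.39 and -0.91 (standard errors 0.201, 0.152 and 0.213), and Glyma12g29100 was higher, with 1.56 (standard error 0.225). In NaCl+Mt:NaCl, the same 3 loci were higher, with 2.36, 2.11 and 3.19. Glyma12g29100 had a log2 of -0.08 (standard error 0.14) there. Glyma11g00800 had 4 reads in NaCl and 30 in NaCl+Mt.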

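The small subunit gene *rbcS* (Glyma13g07610) had an RPKM of 1019 in H2O, 5644 in Mt, 3529.5 in NaCl and 2781 in NaCl+Mt. Its log2 was 2.47 in Mt:H2O and -0.34 in NaCl+Mt:NaCl, with standard errors of 0.0124 and 0.00775. The glyceraldehyde-3-phosphate dehydrogenase gene *GAPC1* (Glyma11g37360) was lower in Mt than in H2O, with 200 against 1553 reads and a log2 of -2.93 (standard error 0.108). *GAPCP-2* (Glyma03g22790) had a log2 of -0.30 (standard error 0.0548) in this comparison. In NaCl:H2O, the log2 was -3.99 for *GAPC1* and -2.76 for *GAPCP-2*.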

In the Calvin cycle, *rbcS*, *GAPC1*, and *GAPCP-2*, which encoded glyceraldehyde-3-phosphate dehydrogenase, were up-regulated by melatonin under normal and salt stress conditions (Fig. 9A). These results show that melatonin improves photosynthesis-related processes under normal and salt stress conditions.

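For the photosynthetic light reaction, the median log2 was 1.20 in NaCl:H2O (percentile 100), -0.15 in NaCl+Mt:NaCl (95% interval -0.43 to 0.70, percentile 5.54) and 1.09 in NaCl+Mt:H2O (percentile 100). Of its loci, 13 were at least 2-fold higher and 2 lower in NaCl:H2O, and 5 were higher and 1 lower in NaCl+Mt:NaCl. The Calvin cycle list had medians of 1.39, -0.34 and 0.66 in these 3 comparisons. Among the photosystem genes, *PsbY* had the lowest log2 in NaCl+Mt:NaCl, -1.15 (standard error 0.0569), and *PsaO* and *PsbE* were the ones with a positive log2 at the locus of highest mean RPKM, 0.70 (standard error 0.0301) and 0.71 (standard error 0.423). From the changes of genes in the light and dark reactions, the paper concludes that melatonin improves processes related to photosynthesis with and without salt.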

### Gene expression changes in starch and sucrose metabolism

The synthesis genes for sucrose and trehalose were up-regulated by melatonin but down-regulated by salt treatment. 

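Supplementary Table S3 lists 8 loci for these genes, 6 of sucrose synthase (*SUS*) and 2 of trehalose phosphatase (*otsB*), symbols that the text itself does not use. In Mt:H2O, all 8 were at least 2-fold higher, with log2 values from 2.01 to 5.20. In NaCl:H2O, 2 were at least 2-fold lower and 1 was higher, and the median log2 was 0.08, or 0.13 with median-of-ratios scaling. With RPKM recomputed from the counts, 3 were lower. The *SUS* locus with the highest mean RPKM, Glyma09g08550, had a log2 of 2.20 in Mt:H2O and 0.36 in NaCl:H2O (standard errors 0.081 and 0.0936). The *otsB* locus Glyma11g38230 had 36 reads in H2O and 13 in NaCl, where it was listed at an RPKM of 0, and the log2 from the reads was -1.78.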

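Grouped by process as in Fig. 10, 7 of 7 pectin synthesis loci, 9 of 10 pectin degradation loci and 12 of 17 cellulose degradation loci of Supplementary Table S3 were at least 2-fold higher in Mt:H2O. Lower by that fold were 3 loci of cellulose degradation. The single locus of cellulose synthesis had a log2 of 2.47, that of xylan synthesis 6.32, and the 2 *XYL4* loci of xylan degradation 2.28 and 5.27, while *BXL2* was at least 141-fold higher. With RPKM recomputed from the counts, the log2 of xylan synthesis was 5.71. The median of the 3 xylan degradation loci moved from 5.27 to 3.87. In NaCl:H2O, 6 cellulose degradation loci were at least 2-fold lower and 3 higher, and with RPKM recomputed from the counts these numbers were 5 and 4. Of the pectin degradation loci, 4 were lower and 1 was higher, and with RPKM recomputed from the counts 5 were lower and 1 was higher. No pectin synthesis locus was 2-fold lower, and 2 were higher, or 3 with median-of-ratios scaling. The cellulose synthesis locus had a log2 of -0.28.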

Melatonin also activated both the synthesis and degradation of cellulose, pectin, and xylan, whereas salt inhibited these processes for the first two components (Fig. 10A, B). 

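The UDP-glucuronosidase gene has 3 loci under the symbol *UGT* in Supplementary Table S3. In Mt:H2O, their log2 values lay between -3.07 and -0.03, with -0.69 (standard error 0.0997) at Glyma19g03000, the locus with the highest mean RPKM. *VTC4* (Glyma07g39620) had 130 reads in H2O and 60 in Mt, and its log2 of -1.08 (standard error 0.225) was also below 0. *APX4* (Glyma02g37160) was higher, with an RPKM of 2.52 in H2O and 42.7 in Mt and a log2 of 4.03 (standard error 0.169). The ascorbate list of Supplementary Table S3 holds the 2 loci of *VTC4* and *APX4*, and its median log2 in Mt:H2O was 1.47 (percentile 85.7).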

Genes related to ascorbate synthesis and metabolism, including the UDP-glucuronosidase gene, *VTC4*, and *APX4* were also up-regulated by melatonin (Fig. 10A). Melatonin also enhanced some of the above gene expressions during salt stress (Fig. 10A, B).

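In NaCl+Mt:NaCl, the 60 loci of the starch and sucrose list had a median log2 of 0.91 (percentile 100), with 29 loci at least 2-fold higher and 5 lower. In Mt:H2O the median of this list was 2.51, and in NaCl:H2O it was -0.08 with 20 loci lower and 8 higher. All 3 *UGT* loci were higher in NaCl+Mt than in NaCl, with log2 values from 1.89 to 3.27. *VTC4* rose from 4 reads in NaCl to 91 in NaCl+Mt, and *APX4* had a log2 of 2.99 (standard error 0.241). In NaCl:H2O, the log2 of *APX4* was -1.21 (standard error 0.284), and the ascorbate list had a median of -3.51, against 3.81 in NaCl+Mt:NaCl. These medians include *VTC4*, listed at an RPKM of 0 in NaCl, with log2 values of -5.80 and 4.64. From the reads, the values of *VTC4* were -5.33 and 4.14. Cellulose degradation had 10 loci at least 2-fold higher and 3 lower in NaCl+Mt:NaCl, and pectin degradation 6 higher.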

### Gene expression changes in glycolysis and downstream processes

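For the conversion of glucose to fructose-6P, *HK* (Glyma11g10130) had an RPKM of 0.948 in H2O and 8.6 in Mt, a log2 of 3.05 (standard error 0.235). The 2 *ALDEP* loci had log2 values of 2.94 and 2.95. *GLUPE* (Glyma03g41600) had a log2 of 2.12 (standard error 0.213).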

Under non-stress conditions, gene expression of enzymes that catalyse reactions from glucose to fructose-6P, including *HK*, *ALDEP* and *GLUPE,* were increased by melatonin. The genes *PGK* and *PK* connected with pyruvate biosynthesis were also up-regulated by melatonin. 

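*PGK* (Glyma15g41540) had 2095 reads in H2O and 8235 in Mt, a log2 of 1.98 (standard error 0.0353). The *PK* locus Glyma03g34740 was near the floor, with 5 reads in H2O and 43 in Mt, and its log2 of 2.31 had a standard error of 0.682.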

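In NaCl+Mt:NaCl, the log2 was 3.41 for *PFK*, 3.82 for *GAPC1*, 2.67 for *GAPCP-2* and 3.01 for *PGAM*, with standard errors of 0.23, 0.136, 0.0911 and 0.279. The loci of these genes had 42, 118, 281 and 29 reads in NaCl. *PFK* and *PGAM* were lower in NaCl than in H2O, with log2 values of -3.02 and -3.57. In Mt:H2O their log2 values were -2.19 and -0.14. A locus of *PKP2* is not given in Supplementary Table S3, so this gene was not analysed here.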

When melatonin was combined with salt treatment, *PFK*, *GAPC1*, *GAPCP-2*, *PGAM*, and *PKP2* were up-regulated. The downstream processes for pyruvate metabolism were also changed by melatonin and salt. For ethanol synthesis and metabolic processes, *GroES-like* genes and *ALDH3* were up-regulated by melatonin. 

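The 2 *GroES-like* loci of Supplementary Table S3 changed in opposite directions in Mt:H2O. Glyma07g18130 had a log2 of 3.30 (standard error 0.401), and Glyma01g28850 had 851 reads in H2O and 123 in Mt, a log2 of -2.75 (standard error 0.139). *ALDH3F* (Glyma12g06130) had a log2 of 4.53 (standard error 0.306) and *ALDH3H* (Glyma04g42740) 2.78 (standard error 0.129).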

*ADH1* and *GroES-like* genes showed the opposite expression in “NaCl+Mt:NaCl” comparisons. 

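Both *ADH1* loci were lower in NaCl+Mt than in NaCl, with -2.06 (standard error 0.0758) at Glyma04g41990, which had 1543 reads in NaCl and 474 in NaCl+Mt. Of the *GroES-like* loci, Glyma01g28850 had 9 reads in NaCl, where it was listed at an RPKM of 0, and 950 in NaCl+Mt, a log2 from the reads of 6.35 (standard error 0.483). Glyma07g18130 went the other way, with a log2 of -1.84 (standard error 0.185). *ALDH3F* was higher in NaCl+Mt, from 10 to 97 reads, and *ALDH3H* was lower, with -1.01 (standard error 0.107).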

Pyruvate can be catalysed to acetyl-CoA, which further participates in the tricarboxylic acid (TCA) cycle and fatty acid biosynthesis. 

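*ACLA* is listed with 2 loci. Glyma15g42140 had a log2 of 2.74 (standard error 0.12) in Mt:H2O, and Glyma03g38810 had -2.54 (standard error 0.164). *FUM2* (Glyma02g01930) had a log2 of 3.34 (standard error 0.124). *MDH* (Glyma13g16440) had 129 reads in Mt and 5 in H2O, where it was listed at an RPKM of 0, and its log2 from the reads was 4.70 (standard error 0.658).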

In the TCA cycle, *ACLA*, *MDH*, and *FUM2* were up-regulated by melatonin. 

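The 2 *KAS I* loci and the 3 loci of *KCS6* and *KCS11* in Supplementary Table S3 were all at least 2-fold higher in Mt than in H2O. *KAS I* at Glyma05g36690 had 5 reads in H2O and 107 in Mt, and *KCS6* (Glyma08g30140) had 4 and 62. The *KCS11* locus with the highest mean RPKM, Glyma10g32260, had a log2 of 2.63 (standard error 0.163). In NaCl:H2O, *KCS6* and *KCS11* were higher as well, with 3.86 (standard error 0.741) and 3.30 (standard error 0.157). In NaCl+Mt:NaCl, all 3 *KCS* loci were at least 2-fold lower, with -1.14 (standard error 0.286) for *KCS6* and -2.23 (standard error 0.0917) at Glyma10g32260. Glyma05g36690 had 14 reads in NaCl and 71 in NaCl+Mt.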

In fatty acid biosynthesis, the *KAS I* and *KCS* gene family were up-regulated by melatonin (Fig. 11A, B). Some of the gene expressions were also further confirmed by quantitative PCR (Fig. 11B). Thus, melatonin promotes glycolysis and facilitates processes involving pyruvate and acetyl-CoA.

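In Mt:H2O, the median log2 was 1.16 for the 15 loci of glycolysis and ethanol metabolism (percentile 99.9), 2.74 for the 5 loci of the TCA cycle (percentile 99.3) and 2.87 for the 11 loci of fatty acid biosynthesis (percentile 99.8). The members of the first list went both ways, with 8 loci at least 2-fold higher and 4 lower in Mt:H2O and 6 higher and 6 lower in NaCl+Mt:NaCl. Its medians were -0.25 in NaCl:H2O and 0.37 in NaCl+Mt:NaCl, and with the loci of a mean RPKM of at least 1 alone they changed sign, to 0.47 and -0.26. The TCA cycle and fatty acid lists had medians of -0.40 and 0.20 in NaCl+Mt:NaCl (percentiles 6.67 and 77.2). From the genes raised by melatonin, the paper concludes that melatonin promotes glycolysis and processes that involve pyruvate and acetyl-CoA.

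**Figure D3:**
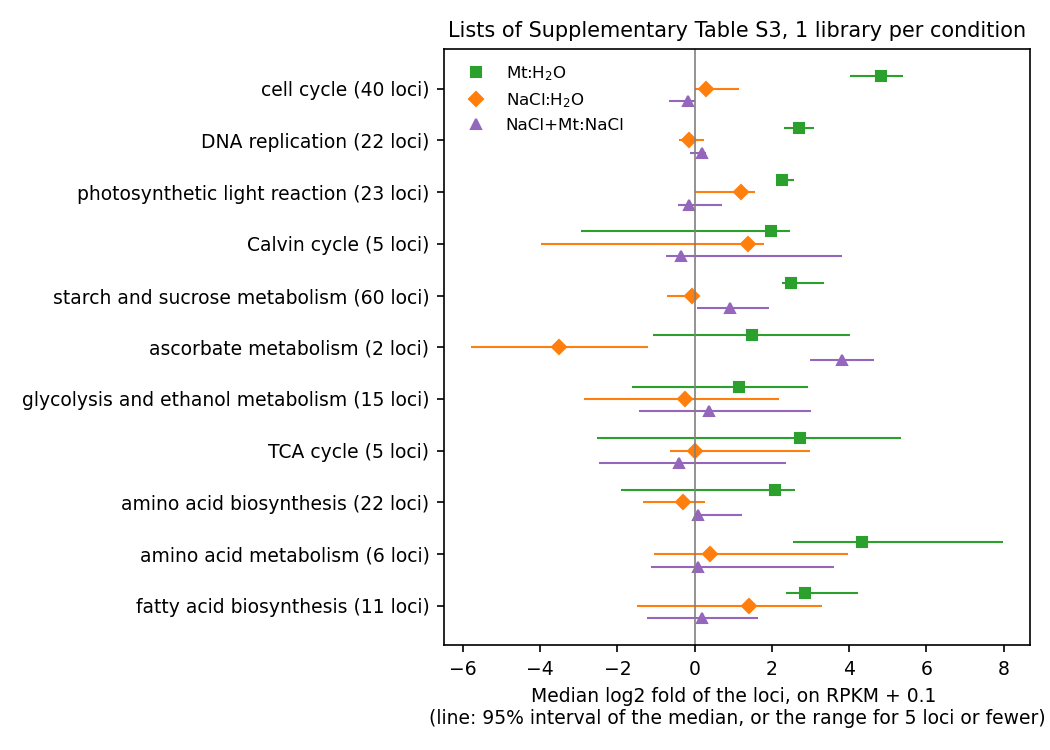
Median log2 on the scale of RPKM + 0.1 of the loci of each of the 11 lists of Supplementary Table S3 in Mt:H2O (squares), NaCl:H2O (diamonds) and NaCl+Mt:NaCl (triangles), 1 library per condition; lines give the 95% interval of the median across loci, or the range for 5 loci or fewer. Each list has its median above 1 in Mt:H2O, and the lists differ in direction in the other 2 comparisons.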

As acetyl-CoA is the substrate of *de novo* fatty acid biosynthesis, we further measured fatty acid content in soybean seeds from field-grown plants using gas chromatography. Total FA contents were increased by 1.58% and 2.37% with 50 and 100 µM melatonin treatment, respectively (Fig. 12). These increases were probably due to the major rises of C18:2 composition (Fig. 12).

**Fig. 12.**
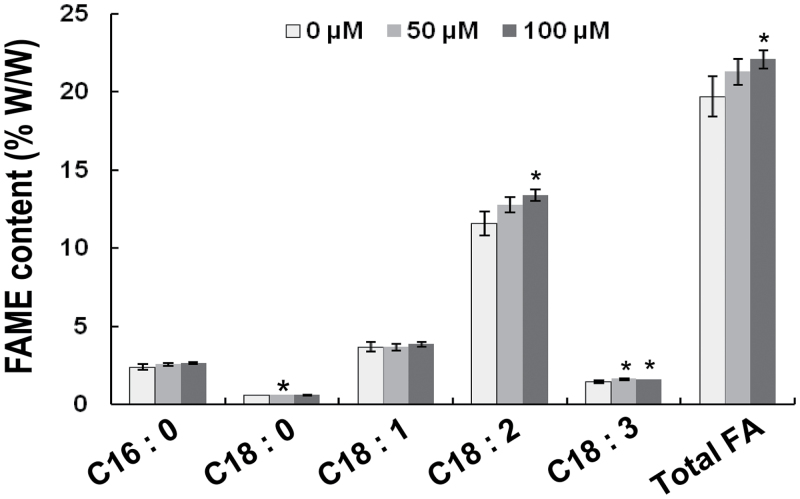
Fatty acid analysis in melatonin-treated plants. Seeds from field-grown plants were analysed for their FA content (% w/w). Bars indicate standard deviation (*n*=3). * indicates significant difference (*P*<0.05) compared with mock coating (0 µM).

## Discussion

We have examined the effects of melatonin on soybean plants and found that melatonin, when coated onto seeds, promotes plant growth, development, and yield. It also improved salt and drought stress tolerance. These roles are most likely achieved through enhancement of processes involved in photosynthesis and sugar metabolism. These results provide a novel approach for improving yield of soybeans and possibly of other crops commonly used in agriculture.

Previous studies reported that melatonin enhances root growth in other plants (Arnao and Hernandez-Ruiz, 2007; Chen *et al.*, 2009; Sarropoulou *et al.*, 2012). The present study proved that melatonin also improves soybean growth at both the vegetative stage (Fig. 1) and the reproductive stage (Fig. 2). It also increases abiotic stress tolerance (Figs 4 and 5) and the accumulation of fatty acids in soybean (Fig. 12).

Melatonin has functions in plants that differ from those in animals; one of these is growth improvement (Tan *et al.*, 2012). Melatonin not only enhanced the size of soybean seedlings, but also improved their growth rate (Fig. 1). New trifoliates developed faster when treated with melatonin (Fig. 1C, D). Moreover, melatonin also increased yield of soybean both in greenhouse and in the field (Fig. 2 and 3), suggesting its potential application in agriculture. Like plant hormones, melatonin displayed weak effects at higher concentrations (Supplementary Fig. S1), or even had inhibitory actions (Hernandez-Ruiz *et al.*, 2004).

In the field test, 50 µM melatonin-treated seedlings seemed to be heathier than control seedlings or 100 µM-treated seedlings (Fig. 3A, B). However, 100 µM melatonin-treated plants had much higher seed number than control plants and had slightly higher seed number than 50 µM melatonin-treated plants (Fig. 3D). This fact indicates that high concentrations of melatonin may allow the effects to persist for a long period, thereby more significantly enhancing the yield.

Melatonin improves salt and drought tolerance in soybean plants as observed from the increased height and leaf area, and less biomass reduction when subjected to these stresses (Figs 4, 5). These effects are probably a result of the increased antioxidative ability and more stable membrane systems, as judged from the DAB staining and electrolyte leakage (Fig. 4H, I).

Transcriptome analysis was performed to investigate the possible mechanisms by which melatonin promotes plant growth and stress tolerance. From the observed results, we propose that melatonin may act as an activator of many genes. 

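The transcripts down-regulated in NaCl:H2O had a median log2 of -0.38 in NaCl+Mt:H2O (95% interval -0.40 to -0.36 across transcripts), so that under salt plus melatonin they lay nearer to the water library than the fold of 2 that selected them. In simulated unchanged libraries, where the transcripts selected as low in NaCl owe this partly to chance in the H2O library, the corresponding median was on average -0.51 at a variation of 0.2 and -0.54 at 0.3. In the library treated with melatonin alone, the same transcripts had a median log2 of -1.07 against H2O (95% interval -1.12 to -1.01), lower than the -0.53 of the simulated libraries at 0.3. The transcripts up-regulated in NaCl:H2O had medians of 0.72 in NaCl+Mt:H2O and 1.25 in Mt:H2O. Unchanged libraries gave 0.76 in both comparisons at 0.3 and 0.71 in the first at 0.2. These simulated sets hold only transcripts selected by chance, on average 554 at 0.2 and 2431 at 0.3, against 2806 observed. The simulations therefore cannot tell how much of the median in NaCl+Mt:H2O is due to chance. Among the alternatives set before the data were examined, median-of-ratios scaling moved the median of the down-regulated transcripts in NaCl+Mt:H2O most, to -0.33.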

In the current study, salt stress suppressed many genes, whereas melatonin by yet undefined mechanisms was able to overcome the inhibitory effects of salt stress and reactivated many of the suppressed genes (Fig. 6A and Supplementary Fig. S2). Gene ontology analysis also showed that melatonin promoted the expression of many genes and inhibited the effects of salt stress (Fig. 7). The promotional effects of melatonin on plant growth may be achieved through activation of DNA replication and cell division as many related genes are up-regulated (Fig. 8).

In vascular plants, the photosystem consists of two parts, photosystem I and photosystem II. Two subunits (PsaK and PsaG) in photosystem I can influence plant size because the deletion mutants of them, *psak-1* and *psag-1.4*, had smaller plant size (Varotto *et al.*, 2002). Melatonin enhanced expression levels of *PsaK* and *PsaG* (Fig. 9A), which may further enhance plant size of soybean plants. In photosystem II, water is converted to oxygen and protons in a cluster of oxygen-evolving complexes (OEC) (Cady *et al.*, 2008). PsbO (oxygen-evolving enhancer protein 1/OEE1) is essential for the stabilization of the cluster; and PsbP (OEE2) is required for the oxygen-evolving activity (Mayfield *et al.*, 1987). The expression levels of *PsbO* and *PsbP* may influence the activity of OEC and thus influence plant growth. It has been found that mutation of the *PsbO* gene caused growth retardation in *Arabidopsis* (Murakami *et al.*, 2005). Melatonin up-regulated expression levels of *PsbO* and *PsbP* (Fig. 9A), hence leading to the larger size of soybean plants.

Melatonin enhances ferredoxin gene *PetF* and suppresses salt inhibition of this gene (Fig. 9). Ferredoxin regulates the amount of reduced ascorbate and protects chlorophyll from degradation (Lin *et al.*, 2013). Low expression of *PetF* may affect the scavenging of reactive oxygen species (ROS) generated during photosynthesis or as a result of salt stress, consistent with the growth retardation and H_2_O_2_ accumulation in salt stress (Fig. 4). Melatonin may promote *PetF* expression under salt stress and, hence, reduce H_2_O_2_ accumulation (Fig. 4H and 9). We also found that genes involved in ascorbate metabolism, including *VTC4* and *APX4*, are up-regulated by melatonin under normal and/or salt stress conditions (Fig. 10A). The former gene is involved in biosynthesis of ascorbate (Torabinejad *et al.*, 2009), and the latter gene functions in reducing H_2_O_2_ levels (Panchuk *et al.*, 2005). These findings indicate that melatonin probably also has a role in the promotion of the antioxidative capacity of soybeans.

Sugar metabolism-related genes were also altered by melatonin. Both the synthesis- and degradation-related genes were up-regulated in the melatonin-treated plant, suggesting an active metabolism of sugars possibly for the activated cell division/cell cycle process during enhanced plant growth. These results agree well with GO analysis that primary metabolism was enhanced by melatonin (Fig. 7). Melatonin also promoted the expression of the trehalose synthesis gene. Trehalose is an important carbohydrate that helps plants preserve their cellular integrity under various stresses (Jain and Roy, 2009).

Melatonin enhanced the genes involved in glycolysis under both normal and salt stress conditions (unidirectional arrows in Fig. 11A). Glycolysis is responsible for glucose conversion into pyruvate, which is further converted into acetyl-CoA required for the biosynthesis of fatty acids (Jeoung *et al.*, 2014). Additionally, melatonin raised the expression of a number of genes in fatty acid biosynthesis (Okuley *et al.*, 1994; Millar and Kunst, 1997; Wu and Xue, 2010) (Fig. 11), which accounted for the fatty acid accumulation in soybean seeds (Fig. 12). Recently, we identified a transcription factor, GmbZIP172, which binds and activates the expression of two sucrose transporter genes and three cell-wall invertase genes. In *GmbZIIP172*-overexpressing *Arabidopsis* plants, sucrose and glucose contents are increased in young seeds, leading to elevated level of oil accumulation in mature seeds of transgenic plants (Song *et al.*, 2013).

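The 22 loci of amino acid biosynthesis in Supplementary Table S3 had a median log2 of 2.09 in Mt:H2O (percentile 100), with 14 loci at least 2-fold higher and 7 lower. In NaCl:H2O and NaCl+Mt:NaCl, the medians of this list were -0.31 and 0.10. All 6 loci of amino acid metabolism were at least 2-fold higher in Mt:H2O, with a median of 4.35. The medians of these loci were 0.41 in NaCl:H2O and 0.10 in NaCl+Mt:NaCl, and the latter changed sign, to -0.04, with RPKM recomputed from the counts.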

Gene expression related to changes in amino acid metabolism were also detected (Supplementary Fig. S4A). Tryptophan is the precursor of melatonin and ASMT is the last enzyme of melatonin biosynthesis (Kang *et al.*, 2011). The up-regulation of *ASMT* by exogenous melatonin application suggests the possibility of a positive feedback control of melatonin synthesis (Supplementary Fig. S4B). This mechanism may be the basis for the observation that low amounts of melatonin induced huge and long-lasting promotional effects on plant growth.

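The *ASMT* locus Glyma06g44010 had 786 reads in Mt and 0 in H2O, at least 263-fold higher. Glyma18g50470 had 159 reads in Mt and 0 in H2O, at least 53.3-fold higher. In NaCl, the loci had 4 and 3 reads, and in NaCl+Mt 10 and 2, so that the second had no more than 3 counts in either library.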

The results show that melatonin increases plant growth, seed production, and abiotic stress tolerance in soybean plants, possibly through enhancement of photosynthesis, carbohydrate metabolism, and antioxidative actions. This agent may have great potential for improving crop yield. Further study should examine the molecular mechanisms of melatonin’s functions in plants.

## Supplementary data

Supplementary data are available at *JXB* online

Figure S1. Germination rate of soybean seeds coated with different concentrations of melatonin.

Figure S2. Cluster analysis of the four samples.

Figure S3. Venn diagram analysis of the four comparisons.

Figure S4. Pathways for biosynthesis and metabolism of amino acids.

Table S1. Common genes up-regulated in all treatments compared with H_2_O samples.

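Supplementary Table S1 lists 28 transcripts, all of which were found in the deposited data. By the rule used here, 23 of them were up-regulated in each of Mt:H2O, NaCl:H2O and NaCl+Mt:H2O. The smallest log2 of the 28 transcripts in these comparisons was 1.74. Those not called were thus above a fold of 2 and missed the RPKM filter alone. The median log2 of the 28 was 4.65, 3.76 and 3.26 in these comparisons. The highest mean RPKM was that of the RD22 transcript Glyma04g35130.1, with 3293 reads in H2O and log2 values of 4.73, 5.34 and 3.23 (standard errors 0.0256, 0.0254 and 0.026). The putative acid phosphatase transcript Glyma07g01730.1 had 5.30, 3.42 and 3.21, and the LHCB4.3 transcript Glyma11g35130.1 had 2.35, 3.04 and 2.58.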

Table S2. Details of Venn diagram in Fig. 6C.

Table S3. Gene annotation.

Table S4. Realtime PCR primers.

Supplementary Data

# Supplementary material for: Melatonin enhances plant growth and abiotic stress tolerance in soybean plants
**Source:** J Exp Bot. 2014 Oct 6;66(3):695–707. doi: 10.1093/jxb/eru392
**Supplement:** Supplementary Data

Melatonin enhances plant growth and abiotic stress tolerance in soybean plants — Melatonin enhances plant growth and abiotic stress tolerance in soybean plants — Supplementary Data 

# Melatonin enhances plant growth and abiotic stress tolerance in soybean plants

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

# Supplementary material for: Melatonin enhances plant growth and abiotic stress tolerance in soybean plants
**Source:** J Exp Bot. 2014 Oct 6;66(3):695–707. doi: 10.1093/jxb/eru392
**Supplement:** Supplementary Data

# **Melatonin enhances plant growth and abiotic stress tolerance in soybean plants**

**Wei Wei<sup>a</sup>, Qing-Tian Li<sup>a</sup>, Ya-Nan Chu<sup>b</sup>, Russel J. Reiter<sup>c</sup>, Xiao-Min Yu<sup>d</sup>, Dan-Hua Zhu<sup>d</sup>, Xin-Lei Liu<sup>e</sup>, Wei-Qun Man<sup>e</sup>, Wan-Ke Zhang<sup>a</sup>, Biao Ma<sup>a</sup>, Qing Lin<sup>a</sup>, Jin-Song Zhang<sup>a, \*</sup>, Shou-Yi Chen<sup>a, \*</sup>**

**Sup. Fig. 1**

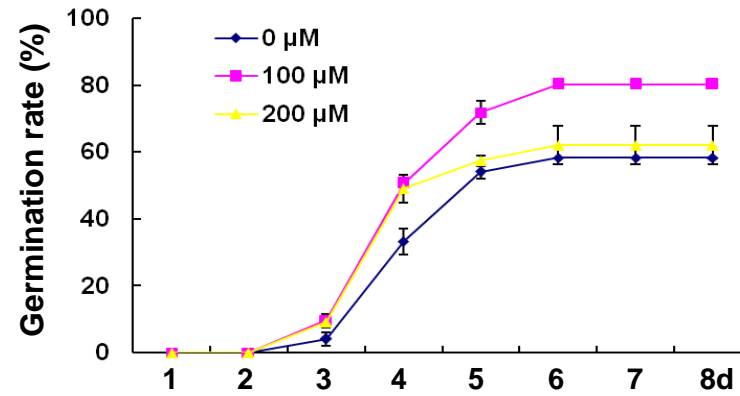

**Sup. Figure 1** Germination rate of soybean seeds coated with different concentrations of melatonin.

**Sup. Fig. 2**

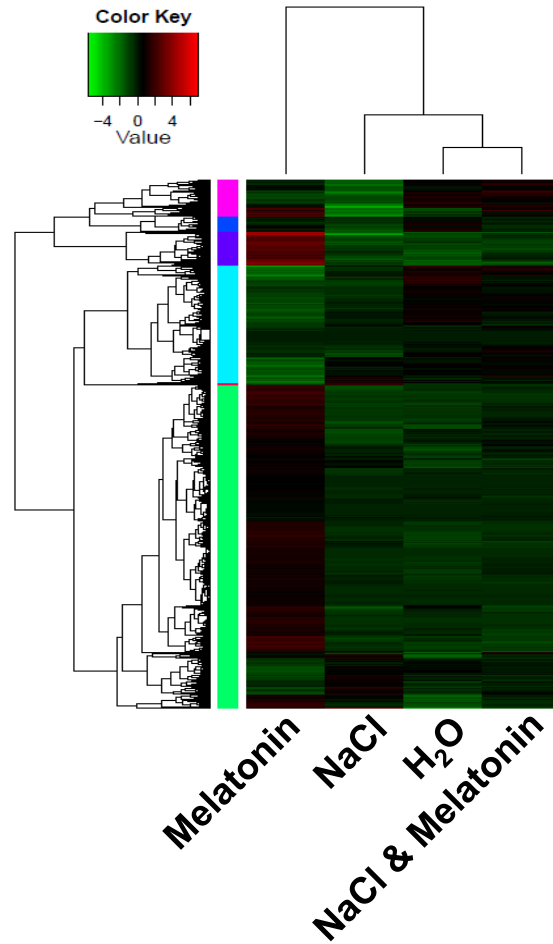

**Sup. Figure 2** Cluster analysis of the four samples. Log<sub>2</sub> value = Log<sub>2</sub> (Fold change of gene transcripts).

**Sup. Fig. 3**

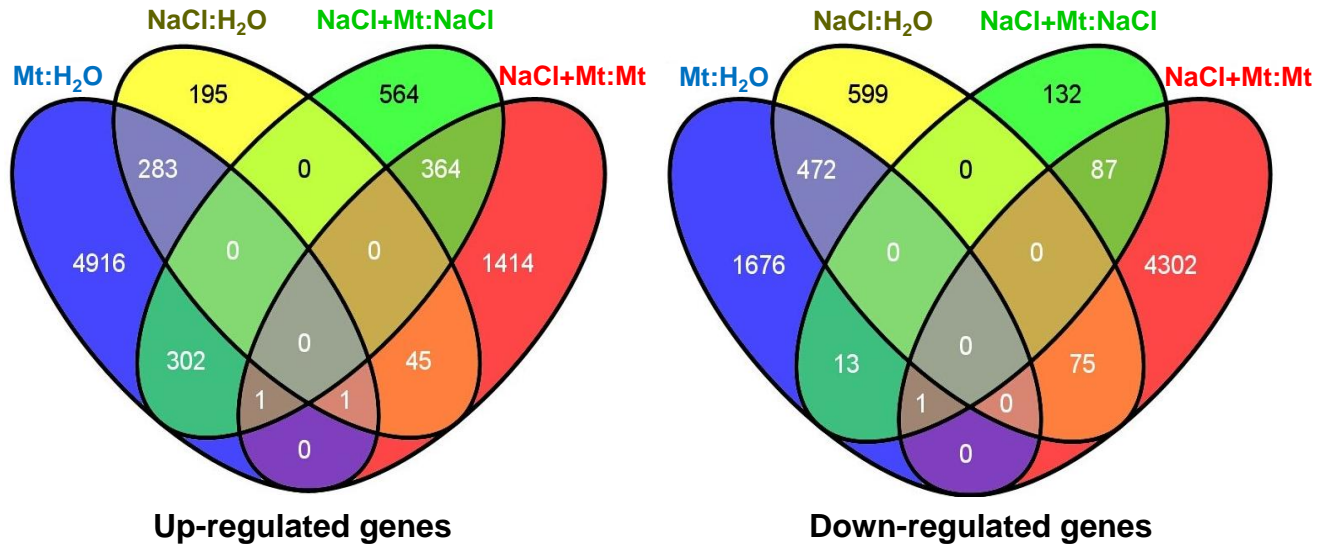

**Sup. Figure 3** Venn diagram analysis of the four comparisons. Figure on the left demonstrates commonly up-regulated genes, while figure on the right demonstrates commonly down-regulated genes. Overlapping areas represent common genes between different comparisons.

Sup. Fig. 4

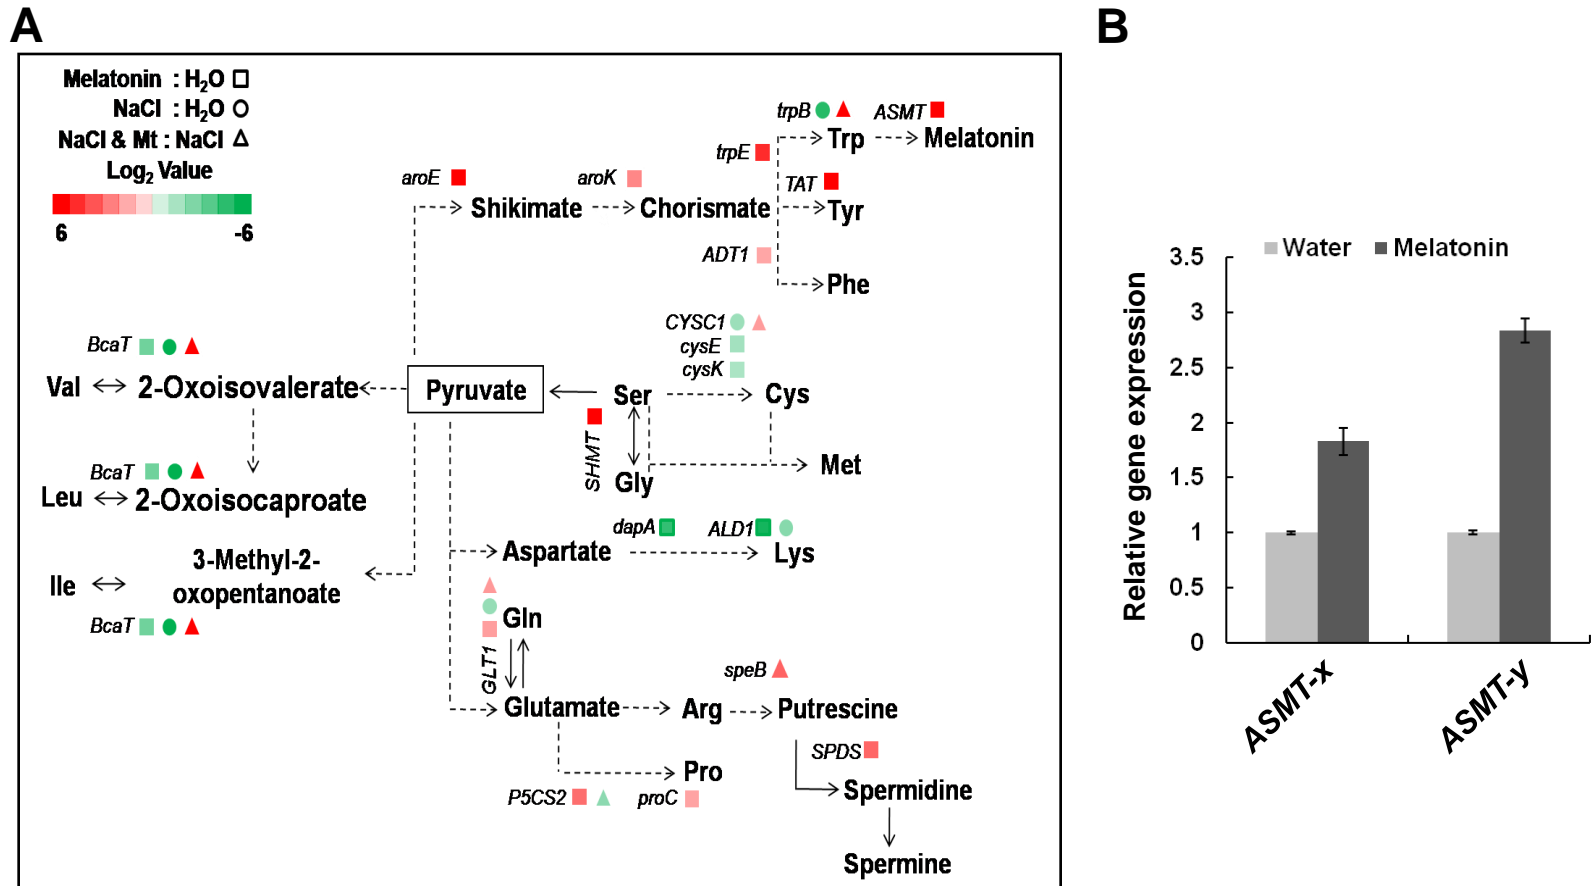

**Sup. Figure 4** Pathways for biosynthesis and metabolism of amino acids.

**(A)** Fold change of genes in the pathways. Dashed lines indicate steps omission. **(B)** Quantitative RT-PCR analysis of melatonin synthesis genes.

**Sup. Table 1** Common genes that up-regulated in all treatments compared to H<sub>2</sub>O samples.

| Genes           | Annotation                                                                       |
|-----------------|----------------------------------------------------------------------------------|
| Glyma13g38050.1 | lyase/ magnesium ion binding                                                     |
| Glyma08g01060.1 | CHLM (magnesium-protoporphyrin IX methyltransferase)                             |
| Glyma03g24450.1 | catalytic/ iron ion binding / oxidoreductase                                     |
| Glyma14g36860.1 | copper-binding family protein                                                    |
| Glyma04g35130.1 | RD22; nutrient reservoir                                                         |
| Glyma18g41320.1 | protease inhibitor/seed storage/lipid transfer protein (LTP) family protein      |
| Glyma07g16770.1 | protease inhibitor/seed storage/lipid transfer protein (LTP) family protein      |
| Glyma07g03920.1 | LOX1; lipoxygenase                                                               |
| Glyma15g12490.1 | ATMAP70-5 (microtubule-associated proteins 70-5); microtubule binding            |
| Glyma18g42520.1 | IRX12 (IRREGULAR XYLEM 12); laccase                                              |
| Glyma20g33450.1 | CAS1 (cycloartenol synthase 1); cycloartenol synthase                            |
| Glyma18g11820.1 | CYP83B1 (CYTOCHROME P450 MONOOXYGENASE 83B1); oxidoreductase                     |
| Glyma16g26070.1 | SCPL27 (serine carboxypeptidase-like 27); serine-type carboxypeptidase           |
| Glyma03g02130.1 | SBT1.1; serine-type endopeptidase                                                |
| Glyma04g11370.1 | SEC14 cytosolic factor family protein / phosphoglyceride transfer family protein |
| Glyma16g04760.1 | ATAPY2 (ARABIDOPSIS THALIANA APYRASE 2); ATPase/ nucleotide diphosphatase        |
| Glyma06g41520.1 | dihydroflavonol 4-reductase family / dihydrokaempferol 4-reductase family        |
| Glyma07g01730.1 | acid phosphatase, putative                                                       |
| Glyma11g35130.1 | LHCB4.3 (light harvesting complex PSII); chlorophyll binding                     |
| Glyma06g05820.1 | DNAJ heat shock N-terminal domain-containing protein                             |
| Glyma03g24320.1 | CER1 protein, putative                                                           |
| Glyma01g39810.1 | AGP17 (ARABINOGLACTAN PROTEIN 17)                                                |
| Glyma11g05470.1 | AGP18 (ARABINOGLACTAN PROTEIN 18)                                                |
| Glyma05g36000.1 | unknown protein                                                                  |
| Glyma07g01680.2 | unknown protein                                                                  |
| Glyma07g03920.2 | unknown protein                                                                  |
| Glyma11g05470.2 | unknown protein                                                                  |
| Glyma19g01090.2 | unknown protein                                                                  |

How the deposited data were processed for this re-analysis (not part of the article)

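The RNA-seq experiment compared leaves of soybean seedlings in 4 conditions, namely water alone, melatonin at 100 µM, salt at 1% NaCl, and salt with melatonin, with 1 library for each. The methods give the age of the seedlings as 3 weeks and the results as 2 weeks. The authors removed adaptors and low-quality reads, mapped the reads to the soybean genome with BWA and computed RPKM. Their table holds, for each transcript model, its length, the number of mapped reads and the RPKM in each library. The divisor found from the deposited RPKM and counts was the total of mapped reads of Table 1, whereas the formula in the methods names uniquely mapped reads. Some transcripts with reads were listed at an RPKM of 0, and the paper's text does not name a rule for this.

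Fold changes were computed from the deposited RPKM with a pseudocount of 0.1. A transcript was called changed at a fold of at least 2 with an RPKM of at least 1 in one of the 2 libraries of a comparison. Comparisons were Mt:H2O, NaCl:H2O, NaCl+Mt:NaCl, NaCl+Mt:Mt and NaCl+Mt:H2O. Each locus was represented by its transcript with the highest mean RPKM where lists of loci were summarised. The lists were those of Supplementary Table S3, with their loci copied from it. The median log2 of a list was compared with 10000 random lists of loci of the same size, drawn within 20 bins of mean expression. Standard errors of single log2 values came from the counts of the 2 libraries, and intervals of medians were 95% order-statistic intervals across transcripts or loci. The floor was 3 counts. Reads without molecular identifiers are not independent molecules, so these errors cover the counting of reads and neither biological variation nor variation between library preparations. With 1 library per condition, no p-value across genes was computed for a difference between conditions.

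The genes named are those that the paper names in its text, and for each comparison at most the transcripts with the largest rise and fall on the scale of RPKM + 1. All loci were given for *BUBR1*, *CDH1*, *PetF* and *ASMT*; for the other families, the locus with the highest mean RPKM was given with the number or the range of the family where it has several loci. Single further loci of *GroES-like* and *ACLA* were named after their values were seen, because they changed in the direction opposite to that of the other locus. Sucrose synthase and trehalose phosphatase, which the text names by function, were taken under their symbols in Supplementary Table S3. The files do not pair the locus names with gene symbols, so the symbols are those of the paper. For Supplementary Table S1, the transcripts with the highest mean RPKM were named.

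Chance was examined with simulated libraries in which no transcript changed, with the depths of the 4 libraries, means taken from the data, and an assumed coefficient of variation of 0, 0.1, 0.2 or 0.3. The true variation between plants cannot be estimated from 1 library per condition. In NaCl+Mt:H2O, the 1886 up- and 1388 down-regulated transcripts were fewer than the lowest simulated numbers at 0.3, 2354 and 2289. This argues against a variation of 0.3 in all transcripts between those 2 libraries, so for them the simulations at 0.3 overstate what chance gives. The other libraries could vary more. The calls were also tested on simulated data in which 200 transcripts changed by a fold of 4. These were drawn from transcripts with a mean RPKM of at least 5, so the test does not measure how smaller folds or lower expression fare. At an assumed variation of 0.2, 98.5% of these were called together with 1206 unchanged transcripts, and at 0.3 92.5% with 4767. A simulated list of 20 of the raised transcripts lay at percentile 100, and 13 of 200 unchanged lists lay outside the middle 95%.

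The alternatives set before the data were examined were pseudocounts of 0.01 and 1, no filter, a filter of RPKM 5, a fold of at least 4, a fold of the deposited RPKM without pseudocount or filter as the methods word it, median-of-ratios scaling, 1 transcript per locus, the lowest-numbered transcript of each locus, loci with a mean RPKM of at least 1, random lists not matched on expression, and a Benjamini-Hochberg adjusted p under 0.001 in an exact binomial test of the reads of 2 libraries, which compares libraries, not conditions. Alternatives chosen after the data were seen were RPKM recomputed from the counts for all transcripts, counts under 3 set to 3, folds of at least 3, 5 and 8, and edgeR's exact test with an assumed coefficient of variation of 0.2, 0.3 or 0.4, with TMM normalization or none, at a fold of at least 2 and either an adjusted p under 0.05 or an unadjusted p under 0.01. The assumed variation in these tests is not an estimate, so their p-values compare libraries and not conditions. On the same simulated data at a variation of 0.2, edgeR's test called 78.5% of the transcripts changed by a fold of 4 and 6 unchanged ones. The TMM factors were 1.03 for H2O, 1.06 for Mt, 0.941 for NaCl and 0.976 for NaCl+Mt.

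Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and limma 3.58.1. Gene ontology analysis, quantitative PCR, phenotypes, and fatty acid contents were not analysed here.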

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

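Median-of-ratios scaling was among the alternatives set before the data were examined. The other tests in this part were chosen after the results were seen. The exceptions were the thinning of the libraries to one depth and the removal of the most abundant transcripts from the totals. For 4 lists of Supplementary Table S3, the median log2 of the melatonin effect was above 0 without salt (Mt:H2O) and below 0 with salt (NaCl+Mt:NaCl). The medians with salt were -0.18 for the cell cycle, -0.15 for the photosynthetic light reaction, -0.34 for the Calvin cycle and -0.40 for the TCA cycle. The 95% intervals of the first 2 were -0.66 to 0 and -0.43 to 0.70, neither of them wholly below 0, and the loci of the other 2 lists went both ways. Each condition had 1 library, so the difference between the effects was not tested. The Calvin and TCA cycle lists had 5 loci each, and no explanation was tested for these lists.

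The cell cycle list rose in Mt against each of the other libraries, with a median log2 of 4.84 against H2O, 3.70 against NaCl and 4.24 against NaCl+Mt. Scaling of the libraries as the cause would bring the median in Mt:H2O to near 0, and with median-of-ratios scaling it was 4.81. With RPKM recomputed from the counts, which removes the listing of transcripts with reads at 0, it was 3.83. These values argue against scaling and listing at 0 as the whole cause. After every library was thinned to the smallest total of counts and RPKM was recomputed, the median was 3.81, against the 3.83 without thinning. Thinning removed only 2.43% of the counts of Mt and none of H2O, so it is hardly a test. The 2 libraries had nearly the same depth, with 23479688 counts in Mt and 22908979 in H2O. This argues against a difference in depth as the cause of the rise in Mt:H2O.

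In the Mt library, 396 transcripts had an RPKM of at least 1 and at least 20 reads while each of the other libraries had 3 counts or fewer. The corresponding numbers were 0 for H2O, 8 for NaCl and 3 for NaCl+Mt. The paper does not report transcripts found in a single library. Younger leaves or another tissue in the plants of the Mt library, or a mixed sample, could give both these transcripts and the raised cell cycle list, and an induction by melatonin could give them as well. By this rule, each of these transcripts also had 3 counts or fewer in NaCl+Mt, which had melatonin too, but salt could prevent an induction. The paper's quantitative PCR on independently grown plants, which was not analysed here, shows 2 *ASMT* genes higher with melatonin than with water in Supplementary Fig. S4B, and the *ASMT* locus Glyma18g50470 is among these transcripts. The PCR supports an induction of *ASMT*, although the loci it measured are not given, and its primer list names no gene of the cell cycle list. For the other transcripts and for the cell cycle list, the explanations cannot be told apart with 1 library per condition, and an induction by melatonin stays open.

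The photosynthetic light reaction list was lower in H2O than in each of the other libraries, with a median log2 of 2.27 in Mt:H2O, 1.20 in NaCl:H2O and 1.09 in NaCl+Mt:H2O. With median-of-ratios scaling the median in NaCl:H2O was 1.31, with the 100 most abundant transcripts left out of the totals it was 1.26, and after subtracting the median of loci of similar length and mean RPKM it was 1.27. These values argue against scaling, a few abundant transcripts and transcript length as the whole cause. The harvest or handling of the single H2O library could lower the list against every other library, and a rise under each treatment could give the same values. The paper's quantitative PCR on independently grown plants, which was not analysed here, shows photosystem genes higher with melatonin than with water in Fig. 9B and shows them in neither salt condition. It bears on the rise in Mt:H2O, and for the 2 salt libraries the explanations cannot be told apart, because the RNA-seq has 1 H2O library.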

How the results depend on the processing

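The alternatives that recomputed RPKM from the counts, set counts under 3 to 3, used folds of at least 3, 5 and 8, or used edgeR's test were chosen after the data were seen, and the others before. No paired analysis was possible because each condition had 1 library and the labels pair no plants. A count was taken as changed when it moved by more than 1.5 times, a median when it left its 95% interval, a list percentile (given in parentheses) when it crossed a bound of the middle 95% of random lists, a correlation between libraries when its rank among the 6 pairs moved, and a single gene when it moved by more than the counting error. Under every alternative run, Mt:H2O, NaCl+Mt:NaCl and NaCl+Mt:H2O had more up- than down-regulated transcripts, and NaCl:H2O and NaCl+Mt:Mt had more down- than up-regulated ones. The ranks of the 6 correlations between libraries were the same under every alternative run for them, in which rho between NaCl+Mt and H2O lay from 0.912 to 0.973. Of these alternatives, a pseudocount could not move rho, and median-of-ratios scaling could do so only through the filter. Of the values of counts, overlaps and medians of called transcripts under the alternatives, 208 changed and 230 did not. Of the list medians 10 changed and 298 did not. Of the list percentiles 11 moved out of the middle 95%, 6 moved into it, 2 changed side and 289 did not change. For the results that changed, the cause was not tested, apart from the calls lost or gained by the construction of a higher fold or another filter.

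With a pseudocount of 1, up-regulated transcripts numbered 1211 in NaCl+Mt:H2O, and down-regulated transcripts 982 in NaCl+Mt:NaCl and 747 in NaCl+Mt:H2O. Shared transcripts numbered 399 up in Mt:H2O, NaCl:H2O and NaCl+Mt:H2O, 626 up in Mt:H2O and up in NaCl+Mt:NaCl, 129 down in Mt:H2O and down in NaCl+Mt:NaCl, 306 down in NaCl:H2O and down in NaCl+Mt:Mt, and 620 up in NaCl:H2O and down in NaCl+Mt:NaCl. The median log2 was -0.34 in NaCl+Mt:H2O for transcripts lowered in NaCl:H2O, 0.66 in NaCl+Mt:H2O for transcripts raised in NaCl:H2O and 1.06 in Mt:H2O for transcripts raised in NaCl:H2O. The list medians (log2) were 2.31 for cell cycle in Mt:H2O, 1.97 for DNA replication in Mt:H2O, 2.02 for starch and sucrose metabolism in Mt:H2O, 2.02 for ascorbate metabolism in NaCl+Mt:NaCl and 1.83 for fatty acid biosynthesis in Mt:H2O. Glycolysis and ethanol metabolism in NaCl+Mt:NaCl (90.5) and TCA cycle in NaCl+Mt:H2O (88.9) no longer lay outside the middle 95% of random lists. With no filter on RPKM, up-regulated transcripts numbered 3733 in NaCl+Mt:H2O, and down-regulated transcripts 2660 in NaCl+Mt:NaCl and 2226 in NaCl+Mt:H2O. The overlaps held 1371 up in Mt:H2O, NaCl:H2O and NaCl+Mt:H2O, 1945 up in Mt:H2O and up in NaCl+Mt:NaCl, 351 down in Mt:H2O and down in NaCl+Mt:NaCl, 1203 down in NaCl:H2O and down in NaCl+Mt:Mt, 455 up in NaCl:H2O and up in NaCl+Mt:Mt, 1658 up in NaCl:H2O and down in NaCl+Mt:NaCl, and 2633 up in Mt:H2O and up in NaCl:H2O. The median log2 was -0.93 in Mt:H2O for transcripts lowered in NaCl:H2O, 0.76 in NaCl+Mt:H2O for transcripts raised in NaCl:H2O and 1.60 in Mt:H2O for transcripts raised in NaCl:H2O. With a filter of RPKM 5, up-regulated transcripts numbered 5288 in Mt:H2O, 1807 in NaCl:H2O, 2113 in NaCl+Mt:NaCl and 962 in NaCl+Mt:H2O, and down-regulated transcripts 2621 in NaCl:H2O, 905 in NaCl+Mt:NaCl, 4495 in NaCl+Mt:Mt and 635 in NaCl+Mt:H2O. Between Mt and NaCl, 7727 transcripts differed by a fold of at least 2. Numbers of shared transcripts were 328 up in Mt:H2O, NaCl:H2O and NaCl+Mt:H2O, 370 up in Mt:H2O and up in NaCl+Mt:NaCl, 114 down in Mt:H2O and down in NaCl+Mt:NaCl, 201 down in NaCl:H2O and down in NaCl+Mt:Mt, 170 up in NaCl:H2O and up in NaCl+Mt:Mt, 3923 up in Mt:H2O and down in NaCl+Mt:Mt, 1452 down in NaCl:H2O and up in NaCl+Mt:NaCl, 582 up in NaCl:H2O and down in NaCl+Mt:NaCl, and 897 up in Mt:H2O and up in NaCl:H2O. The median log2 was -1.26 in Mt:H2O for transcripts lowered in NaCl:H2O and 1.04 in Mt:H2O for transcripts raised in NaCl:H2O. With no pseudocount and no filter, the literal rule of the methods, up-regulated transcripts numbered 4575 in NaCl:H2O, 6236 in NaCl+Mt:NaCl and 4201 in NaCl+Mt:H2O, and down-regulated transcripts 3131 in NaCl+Mt:NaCl and 2615 in NaCl+Mt:H2O. Overlapping sets had 1512 up in Mt:H2O, NaCl:H2O and NaCl+Mt:H2O, 2193 up in Mt:H2O and up in NaCl+Mt:NaCl, 431 down in Mt:H2O and down in NaCl+Mt:NaCl, 1407 down in NaCl:H2O and down in NaCl+Mt:Mt, 539 up in NaCl:H2O and up in NaCl+Mt:Mt, 3905 down in NaCl:H2O and up in NaCl+Mt:NaCl, 1939 up in NaCl:H2O and down in NaCl+Mt:NaCl, and 2894 up in Mt:H2O and up in NaCl:H2O. The median log2 was -0.86 in Mt:H2O for transcripts lowered in NaCl:H2O and 1.52 in Mt:H2O for transcripts raised in NaCl:H2O. With a fold of at least 4, up-regulated transcripts numbered 5110 in Mt:H2O, 698 in NaCl:H2O, 1546 in NaCl+Mt:NaCl, 1449 in NaCl+Mt:Mt and 496 in NaCl+Mt:H2O, and down-regulated transcripts 1834 in Mt:H2O, 1630 in NaCl:H2O, 321 in NaCl+Mt:NaCl, 4230 in NaCl+Mt:Mt and 245 in NaCl+Mt:H2O. Shared transcripts numbered 138 up in Mt:H2O, NaCl:H2O and NaCl+Mt:H2O, 334 up in Mt:H2O and up in NaCl+Mt:NaCl, 20 down in Mt:H2O and down in NaCl+Mt:NaCl, 114 down in NaCl:H2O and down in NaCl+Mt:Mt, 52 up in NaCl:H2O and up in NaCl+Mt:Mt, 3693 up in Mt:H2O and down in NaCl+Mt:Mt, 1095 down in Mt:H2O and up in NaCl+Mt:Mt, 973 down in NaCl:H2O and up in NaCl+Mt:NaCl, 214 up in NaCl:H2O and down in NaCl+Mt:NaCl, 381 up in Mt:H2O and up in NaCl:H2O, and 601 down in Mt:H2O and down in NaCl:H2O. The median log2 was -1.44 in Mt:H2O for transcripts lowered in NaCl:H2O, 1.65 in NaCl+Mt:H2O for transcripts raised in NaCl:H2O and 2.54 in Mt:H2O for transcripts raised in NaCl:H2O.

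With a pseudocount of 0.01, the list medians (log2) were 7.20 for cell cycle in Mt:H2O and 5.50 for ascorbate metabolism in NaCl+Mt:NaCl. Cell cycle in NaCl+Mt:NaCl (2.06) came to lie outside the middle 95% of random lists. With median-of-ratios scaling, the median log2 was -0.33 in NaCl+Mt:H2O for transcripts lowered in NaCl:H2O and 1.15 in Mt:H2O for transcripts raised in NaCl:H2O. TCA cycle in NaCl+Mt:H2O (97.47) no longer lay outside the middle 95% of random lists. With 1 transcript per locus, the median log2 was 1.32 in Mt:H2O for transcripts raised in NaCl:H2O. With the exact binomial test of the reads, which compares libraries and not conditions, the median log2 was -1.13 in Mt:H2O for transcripts lowered in NaCl:H2O. With the lowest-numbered transcript of each locus, glycolysis and ethanol metabolism in NaCl+Mt:NaCl (97.4) and TCA cycle in NaCl+Mt:H2O (97.4) no longer lay outside the middle 95% of random lists. With the loci with a mean RPKM of at least 1, cell cycle in NaCl+Mt:NaCl (0.02), amino acid biosynthesis in NaCl:H2O (0.95), amino acid biosynthesis in NaCl+Mt:NaCl (99.0) and amino acid biosynthesis in NaCl+Mt:H2O (98.0) came to lie outside the middle 95% of random lists. Glycolysis and ethanol metabolism in NaCl:H2O (99.8) and glycolysis and ethanol metabolism in NaCl+Mt:NaCl (2.76) came to lie on the other side of the random lists. With random lists not matched on expression, cell cycle in NaCl+Mt:NaCl (0.03), photosynthetic light reaction in NaCl+Mt:NaCl (0.92) and amino acid biosynthesis in NaCl:H2O (1.1) came to lie outside the middle 95% of random lists.

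Among the alternatives chosen after the data were seen, the following changed results. With RPKM recomputed from the counts, the list median (log2) was 3.83 for cell cycle in Mt:H2O. Glycolysis and ethanol metabolism in NaCl+Mt:NaCl (97.3) no longer lay outside the middle 95% of random lists. Cell cycle in NaCl+Mt:NaCl (0), starch and sucrose metabolism in NaCl:H2O (0.04) and amino acid metabolism in NaCl:H2O (99.9) came to lie outside the middle 95% of random lists. With counts under 3 set to 3, the list medians (log2) were -0.81 for cell cycle in NaCl+Mt:NaCl and -0.13 for cell cycle in NaCl+Mt:H2O. With a fold of at least 3, up-regulated transcripts numbered 1146 in NaCl:H2O, 2105 in NaCl+Mt:NaCl, 2191 in NaCl+Mt:Mt and 767 in NaCl+Mt:H2O, and down-regulated transcripts 2754 in Mt:H2O, 2339 in NaCl:H2O, 550 in NaCl+Mt:NaCl, 5372 in NaCl+Mt:Mt and 472 in NaCl+Mt:H2O. With a fold of at least 5, up-regulated transcripts numbered 4414 in Mt:H2O, 534 in NaCl:H2O, 1251 in NaCl+Mt:NaCl, 1095 in NaCl+Mt:Mt and 400 in NaCl+Mt:H2O, and down-regulated transcripts 1378 in Mt:H2O, 1286 in NaCl:H2O, 246 in NaCl+Mt:NaCl, 3556 in NaCl+Mt:Mt and 154 in NaCl+Mt:H2O. With a fold of at least 8, up-regulated transcripts numbered 3509 in Mt:H2O, 406 in NaCl:H2O, 902 in NaCl+Mt:NaCl, 685 in NaCl+Mt:Mt and 320 in NaCl+Mt:H2O, and down-regulated transcripts 893 in Mt:H2O, 847 in NaCl:H2O, 151 in NaCl+Mt:NaCl, 2590 in NaCl+Mt:Mt and 107 in NaCl+Mt:H2O. With edgeR's test with TMM normalization at an assumed variation of 0.2, up-regulated transcripts numbered 890 in NaCl+Mt:H2O, and down-regulated transcripts 1078 in NaCl+Mt:NaCl and 510 in NaCl+Mt:H2O. The overlaps held 291 up in Mt:H2O, NaCl:H2O and NaCl+Mt:H2O, 138 down in Mt:H2O and down in NaCl+Mt:NaCl, 330 down in NaCl:H2O and down in NaCl+Mt:Mt, and 646 up in NaCl:H2O and down in NaCl+Mt:NaCl. With edgeR's test with TMM normalization at an assumed variation of 0.3, up-regulated transcripts numbered 5833 in Mt:H2O, 636 in NaCl:H2O, 1387 in NaCl+Mt:NaCl, 2095 in NaCl+Mt:Mt and 177 in NaCl+Mt:H2O, and down-regulated transcripts 2432 in Mt:H2O, 1327 in NaCl:H2O, 282 in NaCl+Mt:NaCl, 4774 in NaCl+Mt:Mt and 74 in NaCl+Mt:H2O. Numbers of shared transcripts were 35 up in Mt:H2O, NaCl:H2O and NaCl+Mt:H2O, 348 up in Mt:H2O and up in NaCl+Mt:NaCl, 20 down in Mt:H2O and down in NaCl+Mt:NaCl, 102 down in NaCl:H2O and down in NaCl+Mt:Mt, 55 up in NaCl:H2O and up in NaCl+Mt:Mt, 4108 up in Mt:H2O and down in NaCl+Mt:Mt, 1572 down in Mt:H2O and up in NaCl+Mt:Mt, 809 down in NaCl:H2O and up in NaCl+Mt:NaCl, 178 up in NaCl:H2O and down in NaCl+Mt:NaCl, 342 up in Mt:H2O and up in NaCl:H2O, and 563 down in Mt:H2O and down in NaCl:H2O. With edgeR's test with TMM normalization at an assumed variation of 0.4, up-regulated transcripts numbered 3755 in Mt:H2O, 181 in NaCl:H2O, 576 in NaCl+Mt:NaCl, 819 in NaCl+Mt:Mt and 21 in NaCl+Mt:H2O, and down-regulated transcripts 1021 in Mt:H2O, 457 in NaCl:H2O, 74 in NaCl+Mt:NaCl, 2800 in NaCl+Mt:Mt and 4 in NaCl+Mt:H2O. Overlapping sets had 5 up in Mt:H2O, NaCl:H2O and NaCl+Mt:H2O, 132 up in Mt:H2O and up in NaCl+Mt:NaCl, 5 down in Mt:H2O and down in NaCl+Mt:NaCl, 21 down in NaCl:H2O and down in NaCl+Mt:Mt, 11 up in NaCl:H2O and up in NaCl+Mt:Mt, 2397 up in Mt:H2O and down in NaCl+Mt:Mt, 588 down in Mt:H2O and up in NaCl+Mt:Mt, 286 down in NaCl:H2O and up in NaCl+Mt:NaCl, 49 up in NaCl:H2O and down in NaCl+Mt:NaCl, 77 up in Mt:H2O and up in NaCl:H2O, and 162 down in Mt:H2O and down in NaCl:H2O.

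With no normalization in edgeR's test at an assumed variation of 0.2, up-regulated transcripts numbered 1792 in NaCl:H2O and 762 in NaCl+Mt:H2O, and down-regulated transcripts 960 in NaCl+Mt:NaCl and 576 in NaCl+Mt:H2O. With no normalization in edgeR's test at an assumed variation of 0.3, up-regulated transcripts numbered 5863 in Mt:H2O, 532 in NaCl:H2O, 1466 in NaCl+Mt:NaCl, 1850 in NaCl+Mt:Mt and 153 in NaCl+Mt:H2O, and down-regulated transcripts 2429 in Mt:H2O, 1553 in NaCl:H2O, 263 in NaCl+Mt:NaCl, 5213 in NaCl+Mt:Mt and 78 in NaCl+Mt:H2O. With an unadjusted p under 0.01 in edgeR's test at an assumed variation of 0.3, up-regulated transcripts numbered 1229 in NaCl:H2O, 2161 in NaCl+Mt:NaCl, 2424 in NaCl+Mt:Mt and 727 in NaCl+Mt:H2O, and down-regulated transcripts 2653 in Mt:H2O, 2013 in NaCl:H2O, 580 in NaCl+Mt:NaCl, 5221 in NaCl+Mt:Mt and 386 in NaCl+Mt:H2O. With no normalization in edgeR's test at an assumed variation of 0.4, up-regulated transcripts numbered 3765 in Mt:H2O, 164 in NaCl:H2O, 621 in NaCl+Mt:NaCl, 733 in NaCl+Mt:Mt and 20 in NaCl+Mt:H2O, and down-regulated transcripts 1016 in Mt:H2O, 538 in NaCl:H2O, 68 in NaCl+Mt:NaCl, 3057 in NaCl+Mt:Mt and 4 in NaCl+Mt:H2O. With an unadjusted p under 0.01 in edgeR's test at an assumed variation of 0.4, up-regulated transcripts numbered 4474 in Mt:H2O, 545 in NaCl:H2O, 1320 in NaCl+Mt:NaCl, 1260 in NaCl+Mt:Mt and 330 in NaCl+Mt:H2O, and down-regulated transcripts 1416 in Mt:H2O, 1190 in NaCl:H2O, 265 in NaCl+Mt:NaCl, 3711 in NaCl+Mt:Mt and 136 in NaCl+Mt:H2O.

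Among the single genes named, 86 values changed and 674 did not, and none changed its direction by more than its counting error. The changed values numbered 45 with a pseudocount of 1, 21 with 0.01, 9 with median-of-ratios scaling, 7 with RPKM recomputed from the counts and 4 with the lowest-numbered transcript. Within their intervals, the medians of DNA replication in NaCl+Mt:H2O (-0.05, and 0.00 with median-of-ratios scaling), of glycolysis and ethanol metabolism in NaCl:H2O and NaCl+Mt:NaCl (0.47 and -0.26 with the loci of a mean RPKM of at least 1) and of amino acid metabolism in NaCl+Mt:NaCl (-0.04 with RPKM recomputed and -0.04 with counts under 3 set to 3) changed sign.

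Depth limits the loci with few reads. In H2O, 12 of the 40 cell cycle loci had 3 counts or fewer, so the size of their rise in Mt:H2O is known only as a lower bound, and in NaCl+Mt:NaCl 4 of them had 3 counts or fewer in both libraries and give no fold. With 1 library per condition, the variation between plants is unknown and limits every count of called transcripts.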

Differences from the paper's values

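No cause was tested in this part, and the settings described as chosen after seeing the values were chosen with the paper's values in view. A value was taken to differ when one was more than 1.5 times the other. The numbers of called transcripts differed from the paper's in all 5 comparisons. In Mt:H2O, the transcripts numbered 8872 up-regulated against the paper's 5503, and 5227 down-regulated against the paper's 2162. In NaCl:H2O, the transcripts numbered 2806 up-regulated against the paper's 524, and 4387 down-regulated against the paper's 1146. In NaCl+Mt:NaCl, the transcripts numbered 3787 up-regulated against the paper's 1231, and 1702 down-regulated against the paper's 233. In NaCl+Mt:Mt, the transcripts numbered 4327 up-regulated against the paper's 1825, and 8062 down-regulated against the paper's 4465. In NaCl+Mt:H2O, the transcripts numbered 1886 up-regulated against about 130 in the paper's Fig. 6B, read by eye, and 1388 down-regulated against about 58 in the paper's Fig. 6B, read by eye. The panel of down-regulated genes in Fig. 6B disagrees with the paper's other numbers, since its NaCl:H2O circle sums to the paper's 524 up-regulated genes and not to its 1146 down-regulated ones, so its number for NaCl+Mt:H2O is in doubt too, and so is agreement with it.

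A fold of at least 4, set before the data were examined, gave numbers within 1.5 times those of the paper for up-regulated transcripts in Mt:H2O (5110), NaCl:H2O (698), NaCl+Mt:NaCl (1546) and NaCl+Mt:Mt (1449), and for down-regulated transcripts in Mt:H2O (1834), NaCl:H2O (1630), NaCl+Mt:NaCl (321) and NaCl+Mt:Mt (4230). A pseudocount of 1 gave numbers within 1.5 times those of the paper for up-regulated transcripts in Mt:H2O (7616), and for down-regulated transcripts in NaCl+Mt:Mt (6498). A filter of RPKM 5 gave numbers within 1.5 times those of the paper for up-regulated transcripts in Mt:H2O (5288), and for down-regulated transcripts in NaCl+Mt:Mt (4495). Counting 1 transcript per locus gave numbers within 1.5 times those of the paper for up-regulated transcripts in Mt:H2O (7766). None of the other alternatives set before the data were examined, and none of these 4 in NaCl+Mt:H2O, came within 1.5 times the paper's numbers. A fold of at least 3, chosen after seeing the values, gave numbers within 1.5 times those of the paper for up-regulated transcripts in Mt:H2O (6267) and NaCl+Mt:Mt (2191), and for down-regulated transcripts in Mt:H2O (2754) and NaCl+Mt:Mt (5372). A fold of at least 5, chosen after seeing the values, gave numbers within 1.5 times those of the paper for up-regulated transcripts in Mt:H2O (4414), NaCl:H2O (534) and NaCl+Mt:NaCl (1251), and for down-regulated transcripts in NaCl:H2O (1286), NaCl+Mt:NaCl (246) and NaCl+Mt:Mt (3556). A fold of at least 8, chosen after seeing the values, gave numbers within 1.5 times those of the paper for up-regulated transcripts in NaCl:H2O (406) and NaCl+Mt:NaCl (902), and for down-regulated transcripts in NaCl:H2O (847). EdgeR's test with TMM normalization at an assumed variation of 0.3, chosen after seeing the values, gave numbers within 1.5 times those of the paper for up-regulated transcripts in Mt:H2O (5833), NaCl:H2O (636), NaCl+Mt:NaCl (1387), NaCl+Mt:Mt (2095) and NaCl+Mt:H2O (177), and for down-regulated transcripts in Mt:H2O (2432), NaCl:H2O (1327), NaCl+Mt:NaCl (282), NaCl+Mt:Mt (4774) and NaCl+Mt:H2O (74). No normalization in edgeR's test at an assumed variation of 0.3, chosen after seeing the values, gave numbers within 1.5 times those of the paper for up-regulated transcripts in Mt:H2O (5863), NaCl:H2O (532), NaCl+Mt:NaCl (1466), NaCl+Mt:Mt (1850) and NaCl+Mt:H2O (153), and for down-regulated transcripts in Mt:H2O (2429), NaCl:H2O (1553), NaCl+Mt:NaCl (263), NaCl+Mt:Mt (5213) and NaCl+Mt:H2O (78). An unadjusted p under 0.01 in edgeR's test at an assumed variation of 0.3, chosen after seeing the values, gave numbers within 1.5 times those of the paper for up-regulated transcripts in Mt:H2O (6184) and NaCl+Mt:Mt (2424), and for down-regulated transcripts in Mt:H2O (2653) and NaCl+Mt:Mt (5221). EdgeR's test with TMM normalization at an assumed variation of 0.4, chosen after seeing the values, gave numbers within 1.5 times those of the paper for up-regulated transcripts in Mt:H2O (3755). No normalization in edgeR's test at an assumed variation of 0.4, chosen after seeing the values, gave numbers within 1.5 times those of the paper for up-regulated transcripts in Mt:H2O (3765), and for down-regulated transcripts in NaCl+Mt:Mt (3057). An unadjusted p under 0.01 in edgeR's test at an assumed variation of 0.4, chosen after seeing the values, gave numbers within 1.5 times those of the paper for up-regulated transcripts in Mt:H2O (4474), NaCl:H2O (545), NaCl+Mt:NaCl (1320) and NaCl+Mt:Mt (1260), and for down-regulated transcripts in NaCl:H2O (1190), NaCl+Mt:NaCl (265) and NaCl+Mt:Mt (3711).

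The numbers of shared transcripts also differed. Transcripts up in Mt:H2O, NaCl:H2O and NaCl+Mt:H2O numbered 620, against the paper's 28. Transcripts up in Mt:H2O and up in NaCl+Mt:NaCl numbered 967, against the paper's 303. Transcripts down in Mt:H2O and down in NaCl+Mt:NaCl numbered 211, against the paper's 14. Transcripts down in NaCl:H2O and down in NaCl+Mt:Mt numbered 614, against the paper's 75. Transcripts up in NaCl:H2O and up in NaCl+Mt:Mt numbered 277, against the paper's 46. Transcripts up in Mt:H2O and down in NaCl+Mt:Mt numbered 6903, against about 3800 in the paper's Fig. 6C, read by eye. Transcripts down in Mt:H2O and up in NaCl+Mt:Mt numbered 3431, against about 1300 in the paper's Fig. 6C, read by eye. Transcripts down in NaCl:H2O and up in NaCl+Mt:NaCl numbered 2593, against about 700 in the paper's Fig. 6C, read by eye. Transcripts up in NaCl:H2O and down in NaCl+Mt:NaCl numbered 1007, against about 150 in the paper's Fig. 6C, read by eye. Transcripts up in Mt:H2O and up in NaCl:H2O numbered 1570, against about 280 in the paper's Supplementary Fig. S3, read by eye. Transcripts down in Mt:H2O and down in NaCl:H2O numbered 2270, against about 470 in the paper's Supplementary Fig. S3, read by eye.

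Of the alternatives set before the data were examined, 3 came within 1.5 times the paper's number for some of the overlaps, and none did for the transcripts up in Mt:H2O, NaCl:H2O and NaCl+Mt:H2O or for those down in NaCl:H2O and down in NaCl+Mt:Mt. A fold of at least 4 gave numbers within 1.5 times those of the paper for transcripts up in Mt:H2O and up in NaCl+Mt:NaCl (334), down in Mt:H2O and down in NaCl+Mt:NaCl (20), up in NaCl:H2O and up in NaCl+Mt:Mt (52), up in Mt:H2O and down in NaCl+Mt:Mt (3693), down in Mt:H2O and up in NaCl+Mt:Mt (1095), down in NaCl:H2O and up in NaCl+Mt:NaCl (973), up in NaCl:H2O and down in NaCl+Mt:NaCl (214), up in Mt:H2O and up in NaCl:H2O (381), and down in Mt:H2O and down in NaCl:H2O (601). A pseudocount of 1 gave numbers within 1.5 times those of the paper for transcripts up in Mt:H2O and down in NaCl+Mt:Mt (5669). A filter of RPKM 5 gave numbers within 1.5 times those of the paper for transcripts up in Mt:H2O and up in NaCl+Mt:NaCl (370), and up in Mt:H2O and down in NaCl+Mt:Mt (3923). EdgeR's test with TMM normalization at an assumed variation of 0.3, chosen after seeing the values, gave numbers within 1.5 times those of the paper for all of these sets, namely up in Mt:H2O, NaCl:H2O and NaCl+Mt:H2O (35), up in Mt:H2O and up in NaCl+Mt:NaCl (348), down in Mt:H2O and down in NaCl+Mt:NaCl (20), down in NaCl:H2O and down in NaCl+Mt:Mt (102), up in NaCl:H2O and up in NaCl+Mt:Mt (55), up in Mt:H2O and down in NaCl+Mt:Mt (4108), down in Mt:H2O and up in NaCl+Mt:Mt (1572), down in NaCl:H2O and up in NaCl+Mt:NaCl (809), up in NaCl:H2O and down in NaCl+Mt:NaCl (178), up in Mt:H2O and up in NaCl:H2O (342), and down in Mt:H2O and down in NaCl:H2O (563).

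In all, 68 combinations of RPKM, fold, pseudocount, filter and test were compared with the 8 numbers of Fig. 6A after seeing the values. Of these, 7 had all 8 numbers within 1.5 times the paper's, 7 had 6 or 7, 29 had 1 to 5, and 25 had none. The combinations with all 8 were the deposited RPKM at a fold of at least 3 with a pseudocount of 1 and no filter, the deposited RPKM at a fold of at least 4 with a pseudocount of 0.1 and a filter of RPKM 1, which is the one set before the data were examined, the recomputed RPKM at a fold of at least 3 with a pseudocount of 1 and no filter, the recomputed RPKM at a fold of at least 4 with a filter of RPKM 1 and either no pseudocount or one of 0.1, and edgeR's test at an assumed variation of 0.3 with TMM normalization or with none. Those with 6 or 7 were a fold of at least 5 with a filter of RPKM 1 and either no pseudocount or one of 0.1, on the deposited or the recomputed RPKM, the deposited RPKM at a fold of at least 4 with a filter of RPKM 1 and no pseudocount, and edgeR's test with an unadjusted p under 0.01 at an assumed variation of 0.4 with TMM normalization or with none. Those with 1 to 5 included, on the deposited and on the recomputed RPKM, a fold of at least 2 with a filter of RPKM 5 (no pseudocount, 0.01, 0.1 or 1), a fold of at least 2 with a pseudocount of 1 (no filter or RPKM 1), a fold of at least 3 with a filter of RPKM 1 (no pseudocount or 0.1), and folds of at least 4, 5 and 8 without pseudocount and filter. The deposited RPKM alone also had between 1 and 5 at a fold of at least 3 without pseudocount and filter and at a fold of at least 8 with a filter of RPKM 1 (no pseudocount or 0.1). Of edgeR's tests, an adjusted p at an assumed variation of 0.4 and an unadjusted p under 0.01 at 0.3 did, each with TMM normalization or none. All of these but the alternatives set before the data were examined were chosen after seeing the values. None of the combinations with all 8 is named by the methods, which give a fold of 2.

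Some directions differed from those that the paper states. The text gives *rbcS*, *GAPC1* and *GAPCP-2* as raised by melatonin under normal and salt conditions, whereas Fig. 9A marks the first in Mt:H2O alone and the other 2 in NaCl+Mt:NaCl alone. In the comparisons that the figure marks, the log2 values were 2.47, 3.82 and 2.67, and only in those it does not mark were they below 0, at -0.34, -2.93 and -0.30. The paper describes the *PetF* family as raised by melatonin, and Glyma10g42540 and Glyma20g24500 had log2 values of -0.63 and -0.68. For the UDP-glucuronosidase gene, described as raised by melatonin, the log2 at the *UGT* locus with the highest mean RPKM was -0.69 in Mt:H2O and 1.89 in NaCl+Mt:NaCl. *VTC4* is described likewise, but Fig. 10A marks its rise by melatonin with salt alone. There its log2 was 4.64, or 4.14 from the reads, against -1.08 in Mt:H2O. Among the *GroES-like* and *ACLA* loci, which the paper gives as raised by melatonin, Glyma01g28850 had a log2 of -2.75 and Glyma03g38810 -2.54. The paper states that salt lowered the synthesis genes of sucrose and trehalose, and 2 of the 8 loci were at least 2-fold lower and 1 was higher in NaCl:H2O, with 3 lower when RPKM was recomputed from the counts, an alternative chosen after seeing the values. It also states that salt inhibited pectin synthesis, and 0 of the 7 loci were at least 2-fold lower and 2 higher.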

Other observations

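Of the tests in this part, the one on the variation of the shared NaCl library was set before its result was seen, and the others were chosen after the results were seen. The 2593 transcripts lowered in NaCl:H2O and raised in NaCl+Mt:NaCl could reflect variation of the NaCl library alone, which enters both comparisons. In simulated unchanged libraries at an assumed coefficient of variation of 0.3, the highest number of such transcripts in 20 simulations was 812. This argues against variation of that size as the whole cause. A larger variation of the single NaCl library, or its handling, was not excluded, and neither was a reversal of the salt effect by melatonin.

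The NaCl:H2O and Mt:NaCl+Mt comparisons share no library, and their log2 values had a Spearman's rho of 0.242 across 42311 transcripts. Independent variation of the 4 libraries would give a rho near 0, and the highest in the simulated unchanged libraries was 0.0169, which argues against it. Mt:H2O and NaCl:NaCl+Mt, which also share no library, had a rho of 0.14. The Mt and NaCl libraries thus departed in part in the same direction from H2O and NaCl+Mt. A handling batch that pairs H2O with NaCl+Mt and Mt with NaCl could give these values, and an antagonism of salt and melatonin could give them as well. The labels give no batch, and with 1 library per condition these explanations cannot be told apart. Transcripts are not independent replicates.

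A minimum number of reads would explain the transcripts with reads that were listed at an RPKM of 0 if none of them had many reads. In at least one library, 219 transcripts with 50 or more reads were listed at 0, and 38 of them had 50 or more reads and were listed at 0 in every library. This argues against a minimum number of reads below 50 as the whole cause. No biological explanation was tested, since the listing was made in the authors' processing.

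Several transcript models were listed for 6611 loci, and many of those of equal length had similar counts. If reads that fit several models had been assigned at random, about 95% of the shares would lie within the 95% binomial range of an even split. Among 4488 shares of 1167 loci with at least 50 reads, 3550 did, or 79.1%. This argues against random assignment read by read as the whole account of these counts. Reads that differ between the models could still be the reason for the remainder. The binomial range takes each read as an independent draw. Reads placed together, such as mates or duplicates, would also lower the percentage, so random assignment of such groups was not excluded. Because loci can have several models, counts of transcripts count some loci more than once. With 1 transcript per locus the up-regulated transcripts in Mt:H2O numbered 7766. No biological explanation was tested.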
